# Wenshenyang recipe treats infertility through hormonal regulation and inflammatory responses revealed by transcriptome analysis and network pharmacology

**DOI:** 10.3389/fphar.2022.917544

**Published:** 2022-08-08

**Authors:** Lan Xie, Shuai Zhao, Xiaoling Zhang, Wenting Huang, Liansheng Qiao, Delin Zhan, Chengmei Ma, Wei Gong, Honglei Dang, Hua Lu

**Keywords:** wenshenyang recipe, infertility, network pharmacology, transcriptome analysis, GO enrichment analysis, pathway enrichment analysis, molecular docking

## Abstract

The Wenshenyang recipe (WSYR) has the effect of treating infertility, but the mechanisms underlying this activity have not been fully elucidated. In this study, network pharmacology and RNA sequencing were combined, with database-based “dry” experiments and transcriptome analysis-based “wet” experiments used conjointly to analyse the mechanism of WSYR in the treatment of infertility. In the dry analysis, 43 active compounds in WSYR and 44 therapeutic targets were obtained through a database search, 15 infertility pathways were significantly enriched, and key targets, such as ESR1, TP53, AKT1, IL-6, and IL-10 were identified. Then the wet experiments were performed to detect the expression changes of the 412 genes from 15 infertility pathways identified by dry analysis. HK-2 cells were treated with the three herbs of WSYR and subjected to targeted RNA sequencing. Based on the results, 92 of the 412 genes in 15 infertility pathways were identified as DEGs. Additionally, key targets, such as ESR2, STAT1, STAT3, and IL6, were also identified in the wet experiments. RT-qPCR experiments further verified that WSYR played an anti-inflammatory role by upregulating *IL-4* and *IL-10* and *Epimedium brevicornu* Maxim (Yinyanghuo) showed broader effect than *Drynaria fortunei* (Kunze) J. Sm (Gusuibu) and *Cistanche deserticola* Y.C.Ma (Roucongrong). By screening compounds of WSYR using molecular docking models of ESR1 and ESR2, it was further found that xanthogalenol in Gusuibu, arachidonate in Roucongrong, and anhydroicaritin in Yinyanghuo had good affinity for estrogen receptors. These findings provide evidence for an estrogen-regulating role of the three herbs in WSYR.

## Introduction

According to WHO analyses, 186 million individuals (including 48 million couples) worldwide suffer from infertility (Rutstein and Shah, 2004; Boivin et al., 2007; Mascarenhas et al., 2012). Studies have shown annual increases in the incidence of infertility in recent years (Petraglia et al., 2013), and it has become an important factor affecting human health and family stability. Factors affecting both male and female fertility include hyperprolactinism, hypogonadism, cystic fibrosis, systemic diseases, infections and lifestyle-related factors (Vander Borght and Wyns, 2018). The causes of female infertility mainly include ovulation disorders, blocked fallopian tubes, and cervical factors (Vander Borght and Wyns, 2018). The most common cause of female infertility is ovulation failure, which occurs in 30%–40% of infertile women (Nahid and Sirous, 2012). Specifically, it includes anovulation caused by pituitary secretion disorders and ovulation disorders caused by endocrine disorders. Causes of male infertility include abnormal sperm, blocked sperm delivery, and immune factors (Vander Borght and Wyns, 2018). Sperm abnormalities lead to impaired spermatogenesis, impaired maturation, blocked sperm transport ducts, and abnormal gonads, which are major causes of male infertility (Wang et al., 2020). Additional causes of male infertility mainly include abnormal semen, blocked sperm delivery and immune factors.

Assisted reproductive technology (ART) has been used in the treatment of infertility. More than 5 million children worldwide have been born through *in vitro* fertilization and other ART interventions (Messerlian and Gaskins, 2017). However, ART is technologically sophisticated and expensive, such that it is unaffordable or even unavailable in many countries and regions, especially low- and middle-income areas.

As an important category of complementary and alternative medicine, traditional Chinese medicine (TCM) has been widely used in treating infertility in recent decades. Compared with ART, TCM has the advantages of greater accessibility, lower cost, fewer adverse reactions, and higher safety (Huang and Chen, 2008). A study reported that the Wenshenyang recipe can promote the proliferation and differentiation of shoot stem cells and promote the synthesis of cartilage and cartilage matrix during the early limb development of the embryo, which is closely related to the formation and development of the foetus (Xue et al., 2021). The Wenshenyang Recipe consists of three Chinese medicines: *Cistanche deserticola* Y.C.Ma (Roucongrong), *Epimedium brevicornu* Maxim (Yinyanghuo) and *Drynaria fortunei* (Kunze) J. Sm (Gusuibu). All three herbs have similar effects, *i.e.*, warming the kidney and strengthening yang.

Modern pharmacological studies have proven that Yinyanghuo has a wide range of hormone-like effects, regulates the function of the hypothalamus-pituitary-gonad axis, and has the effect of “stimulating yang” in animal models of yang deficiency (An et al., 2015). Yinyanghuo can improve sperm motility in rats and protect against the epididymal damage caused by chemotherapy (Cao et al., 2008). Yinyanghuo also plays a role in reducing the levels of proinflammatory mediators and cytokines (Saba et al., 2020). Roucongrong and its active ingredient echinacoside (ECH) can enhance the biosynthesis of testosterone by upregulating the expression of a variety of steroid-generating enzymes, improving poor sperm quality and reducing testicular toxicity in rats (Jiang et al., 2016). ECH can block hypothalamic androgen receptor (AR) activity and increase the secretion of luteinizing hormone and testosterone, thereby increasing sperm number, to treat oligospermia (Jiang et al., 2018). Gusuibu strengthens muscles and bones and has immunomodulatory activity (Jeong et al., 2005). However, due to the complex components of herbs and the complicated process of infertility development, the mechanism of WSYR for treating infertility is still unclear.

Network pharmacology is a discipline that predicts the active ingredients in TCM prescriptions and explains the potential mechanism of action of TCM prescriptions from a systematic perspective. The concept of holism and focus on systems conforms to the characteristics of TCM and is a more suitable method for studying the multicomponent, multitarget, and multipath mechanisms of traditional Chinese medicine (Li and Zhang, 2013). However, the results predicted by network pharmacology are only speculative results based on available data, not validated effects. Therefore, we aimed to combine network pharmacology with gene expression profiling of TCM-treated cells. Transcriptome analysis was performed by RASL-seq, which combines the RNA annealing, selection, ligation (RASL) strategy and next-generation sequencing (Li et al., 2012). This technology can simultaneously detect the expression of thousands of genes after drug treatment (Shao et al., 2019) and effectively verify the large-scale gene data set predicted by network pharmacology.

In this study, the potential anti-infertility targets of WSYR were obtained through network pharmacology analysis. Pathway enrichment analysis was performed to identify the key pathways of WSYR in the treatment of infertility, and a “TCMs-components-targets-pathways” network map was constructed. Afterwards, transcriptome analysis was utilized to examine the expression of genes in the predicted pathways after drug intervention. Altogether, the key targets of WSYR in the treatment of infertility were identified, and its mechanism of action was explored.

## Materials and methods

### Collection of active ingredients of TCMs and their potential targets

The TCM System Pharmacology Database (TCMSP, https://tcmspw.com/tcmsp. php) (Ru et al., 2014) was used to collect the chemical components of WSYR with the keywords “roucongrong”, “yinyanghuo” and “gusuibu” respectively. Compounds with oral bioavailability (OB) ≥ 30% and drug-like properties (DL) ≥ 0.18 were selected as active components.

The potential targets of each compound were obtained through the TCMSP database. The Entrez ID, and gene symbol of each target were collected.

### Gene ontology analysis and pathway enrichment analysis

ClueGO (Bindea et al., 2009) was used to analyse the GO biological processes and enriched Reactome pathways of different gene sets. The bubble diagram and bar chart were drawn by the Bioinformatics Online Visualization Tool (http://www.bioinformatics.com.cn).

### Cell culture

HK-2 cells were obtained from the National Experimental Cell Resource Sharing Platform (Wuhan, China). SK-OV-3 cells were obtained from Procell Life Science and Technology Co.,Ltd (Wuhan, China). All cells were maintained in DMEM (Gibco, Grand Island, NY) containing 10% foetal bovine serum (Gemini, Woodland, CA) and 100 U/mL penicillin–streptomycin (Gibco, Grand Island, NY) at 37°C.

### Preparation of medicinal extracts

Roucongrong (origin: Neimenggu), Yinyanghuo (origin: Guangdong) and Gusuibu (origin: Jilin) were purchased from Anguo Changda Chinese Herbal Medicine Co., Ltd. All three TCMs were powdered and extracted by a Soxhlet extractor (Extraction Unit B-811, Buchi, Switzerland) with 90% ethanol. Then, the solvent was concentrated in an electrically heated blast drying oven (GZX-9070MBE, Boxun, China) at 45°C. Subsequently, the concentrate was lyophilized with a freeze dryer (ALPHA1-2Dplus, Christ, Germany), weighed and stored at -80°C for later use.

### Transcriptome sequencing

Transcriptome sequencing were performed as previously described (Shao et al., 2019). Briefly, HK-2 cells were cultured in a 384-well plate for 24 h and treated with the three herbal extracts for 24 h. Then, the cells were lysed, incubated at room temperature for 10 min, and stored at -80°C. A total of 412 genes were detected by RNA annealing, selection and ligation with a high-throughput pipetting platform. The ligated products were amplified by PCR and sequenced by a gene sequencer (HiSeq X Ten, Illumina, United States). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE202626 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202626).

### Sequencing data processing

First, the high-throughput sequencing platform data files were converted into raw data for base identification analysis. Subsequently, the original data were filtered by more than 3 base sequence mismatches. Finally, the DESeq software package was used to identify differentially expressed genes (DEGs) with fold change (FC) > 1.5 or <0.67 and *p* value < 0.05. The R package ggplot2 was used to construct a volcano plot of the DEGs (Anders and Huber, 2010).

### Construction of a protein-protein interaction network and screening of key targets

All DEGs were analysed by the STRING database to obtain protein–protein interactions. Protein–protein interaction networks were constructed by Cytoscape (Shannon et al., 2003). The cytoHubba plug-in included in Cytoscape was used for target topology analysis to obtain the main topological parameters of the PPI network. The sum of degree, betweenness and closeness after the standardization of deviation was used as the indicator to determine the key targets.

### RT-qPCR analysis

Total RNA was extracted with all in-one mini spin columns (Epoch Life Science, Fort Bend, TX). Reverse transcription into cDNA was performed using a high Capacity RNA-to-cdna kit (Invitrogen) and qPCR was carried out using the SYBR FAST qPCR Kit (Kapa Biosystems, Wilmington, MA). Finally, the 2^−ΔΔCT^ method (Nolan et al., 2006) was used to calculate the data. The primer sequences are provided in Supplementary Table S1.

### Molecular docking of estrogen receptor α (ESR1) and estrogen receptor β (ESR2)

The protein crystal structure of ESR1 and ESR2 were downloaded from the Protein Data Bank (PDB, https://www.rcsb.org/) for molecular docking. The protein crystal structure was imported into Discovery Studio, and the Prepare Protein module was used to remove water, add hydrogen atom and complement incomplete residues. Active pocket was defined based on the original ligand in the complex, and molecular docking was conducted by CDOCKER algorithm. The root-mean-square-deviation (RMSD) of the initial and re-docked conformations of the original ligand were calculated. RMSD <2 Å indicated that the conformation obtained by docking could reproduce the binding mode of the ligand and receptor, reflecting the reliability of the docking model. Finally, potential antagonists were screened by the constructed docking model. Scoring function of –CDOCKER interaction energy was used to evaluate the binding ability of ligand and receptor.

## Results

### Potential targets of WSYR as an infertility treatment

Figure 1 shows the technical roadmap of this study. This study combines a database-based dry experiment and a transcriptome analysis-based wet experiment to jointly analyse the mechanism of action of WSYR in the treatment of infertility.

**FIGURE 1:**
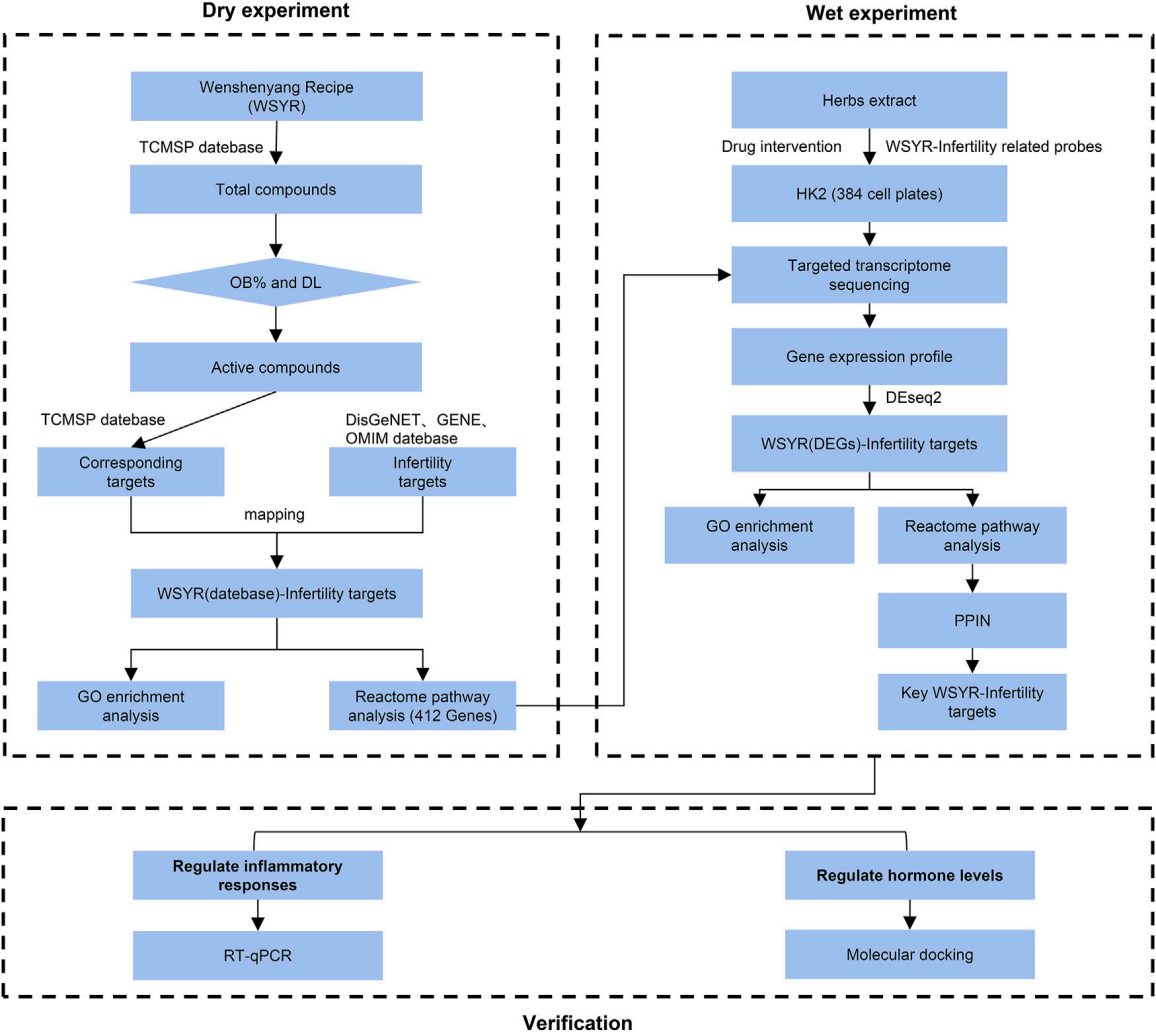
Experimental technical roadmap.

A total of 75 chemical components for Roucongrong, 130 for Yinyanghuo and 71 for Gusuibu were collected from TCMSP. With a screening criterion of OB ≥ 30% and DL ≥ 0.18, 6 compounds were identified as active compounds for Roucongrong, 23 for Yinyanghuo, 18 for Gusuibu, and 43 for all (Table 1). The 43 WSYR compounds predicted as active compounds for WSYR based on database were used for molecular docking, which were screened by OB ≥ 30% and DL ≥ 0.18 (as listed in Table 1). In addition, 4 compounds were shared by two herbs. For example, luteolin and kaempferol were shared by Yinyanghuo and Gusuibu, β-sitosterol was shared by Roucongrong and Gusuibu, and quercetin was shared by Roucongrong and Yinyanghuo.

**TABLE 1:** Gusuibu, Roucongrong and Yinyanghuo compounds with oral bioavailability (OB) ≥ 30% and drug-likeness (DL) ≥ 0.18 from TCMSP.

NO.	Mol ID	Moleculer name	OB(%)	DL	TCM	NO.	Mol ID	Moleculer name	OB(%)	DL	TCM
1	MOL000449	Stigmasterol	43.83	0.76	GU_SUI_BU	23	MOL004382	Yinyanghuo A	56.96	0.77	YIN_YANG_HUO
2	MOL000492	(+)-catechin	54.83	0.24	GU_SUI_BU	24	MOL004396	CID 12468616	52.31	0.22	YIN_YANG_HUO
3	MOL000569	digallate	61.85	0.26	GU_SUI_BU	25	MOL004386	Yinyanghuo E	51.63	0.55	YIN_YANG_HUO
4	MOL001040	(2 R)-5,7-dihydroxy-2-(4-hydroxyphenyl)chroman-4-one	42.36	0.21	GU_SUI_BU	26	MOL004391	8-prenyl-flavone	48.54	0.25	YIN_YANG_HUO
5	MOL001978	Aureusidin	53.42	0.24	GU_SUI_BU	27	MOL004384	Yinyanghuo C	45.67	0.5	YIN_YANG_HUO
6	MOL002914	Eriodyctiol (flavanone)	41.35	0.24	GU_SUI_BU	28	MOL004373	Anhydroicaritin	45.41	0.44	YIN_YANG_HUO
7	MOL004328	naringenin	59.29	0.21	GU_SUI_BU	29	MOL001645	Linoleyl acetate	42.1	0.2	YIN_YANG_HUO
8	MOL005190	eriodictyol	71.79	0.24	GU_SUI_BU	30	MOL004394	Anhydroicaritin-3-O-alpha-l-rhamnoside	41.58	0.61	YIN_YANG_HUO
9	MOL009061	22-Stigmasten-3-one	39.25	0.76	GU_SUI_BU	31	MOL004425	Icariin	41.58	0.61	YIN_YANG_HUO
10	MOL009063	Cyclolaudenol acetate	41.66	0.79	GU_SUI_BU	32	MOL004380	2,7-Dihydrohomoerysotrine	39.14	0.49	YIN_YANG_HUO
11	MOL009075	cycloartenone	40.57	0.79	GU_SUI_BU	33	MOL003542	8-Isopentenyl-kaempferol	38.04	0.39	YIN_YANG_HUO
12	MOL009076	cyclolaudenol	39.05	0.79	GU_SUI_BU	34	MOL001510	24-epicampesterol	37.58	0.71	YIN_YANG_HUO
13	MOL009078	davallioside A_qt	62.65	0.51	GU_SUI_BU	35	MOL001771	poriferast-5-en-3beta-ol	36.91	0.75	YIN_YANG_HUO
14	MOL009087	marioside_qt	70.79	0.19	GU_SUI_BU	36	MOL000359	sitosterol	36.91	0.75	YIN_YANG_HUO
15	MOL009091	xanthogalenol	41.08	0.32	GU_SUI_BU	37	MOL003044	Chryseriol	35.85	0.27	YIN_YANG_HUO
16	MOL005320	arachidonate	45.57	0.2	ROU_CONG_RONG	38	MOL001792	Liquiritigenin	32.76	0.18	YIN_YANG_HUO
17	MOL005384	suchilactone	57.52	0.56	ROU_CONG_RONG	39	MOL004427	Icariside A7	31.91	0.86	YIN_YANG_HUO
18	MOL008871	Marckine	37.05	0.69	ROU_CONG_RONG	40	MOL000006	luteolin	36.16	0.25	GU_SUI_BU; YIN_YANG_HUO
19	MOL007563	Yangambin	57.53	0.81	ROU_CONG_RONG	41	MOL000098	quercetin	46.43	0.28	ROU_CONG_RONG; YIN_YANG_HUO
20	MOL000622	Magnograndiolide	63.71	0.19	YIN_YANG_HUO	42	MOL000358	beta-sitosterol	36.91	0.75	GU_SUI_BU; ROU_CONG_RONG
21	MOL004367	olivil	62.23	0.41	YIN_YANG_HUO	43	MOL000422	kaempferol	41.88	0.24	GU_SUI_BU; YIN_YANG_HUO
22	MOL004388	CID 12115137	60.64	0.66	YIN_YANG_HUO						

Based on the TCMSP database, 201 potential targets were identified for WSYR, including 110 for Gusuibu, 90 for Roucongrong and 111 for Yinyanghuo. Detailed information about these targets is listed in Supplementary Table S2.

Three databases, OMIM, NCBI-Gene and DisGeNET, were used to search for infertility-related genes. A total of 642 genes were identified, including 246 from OMIM, 448 from NCBI-Gene and 124 from DisGeNET (Supplementary Table S3).

Of those 642 genes, 22 genes were identified as potential target genes in treating infertility for Roucongrong, 25 for Yinyanghuo and 25 for Gusuibu, 44 in total, as shown in Figure 2A and Table 2.

**FIGURE 2:**
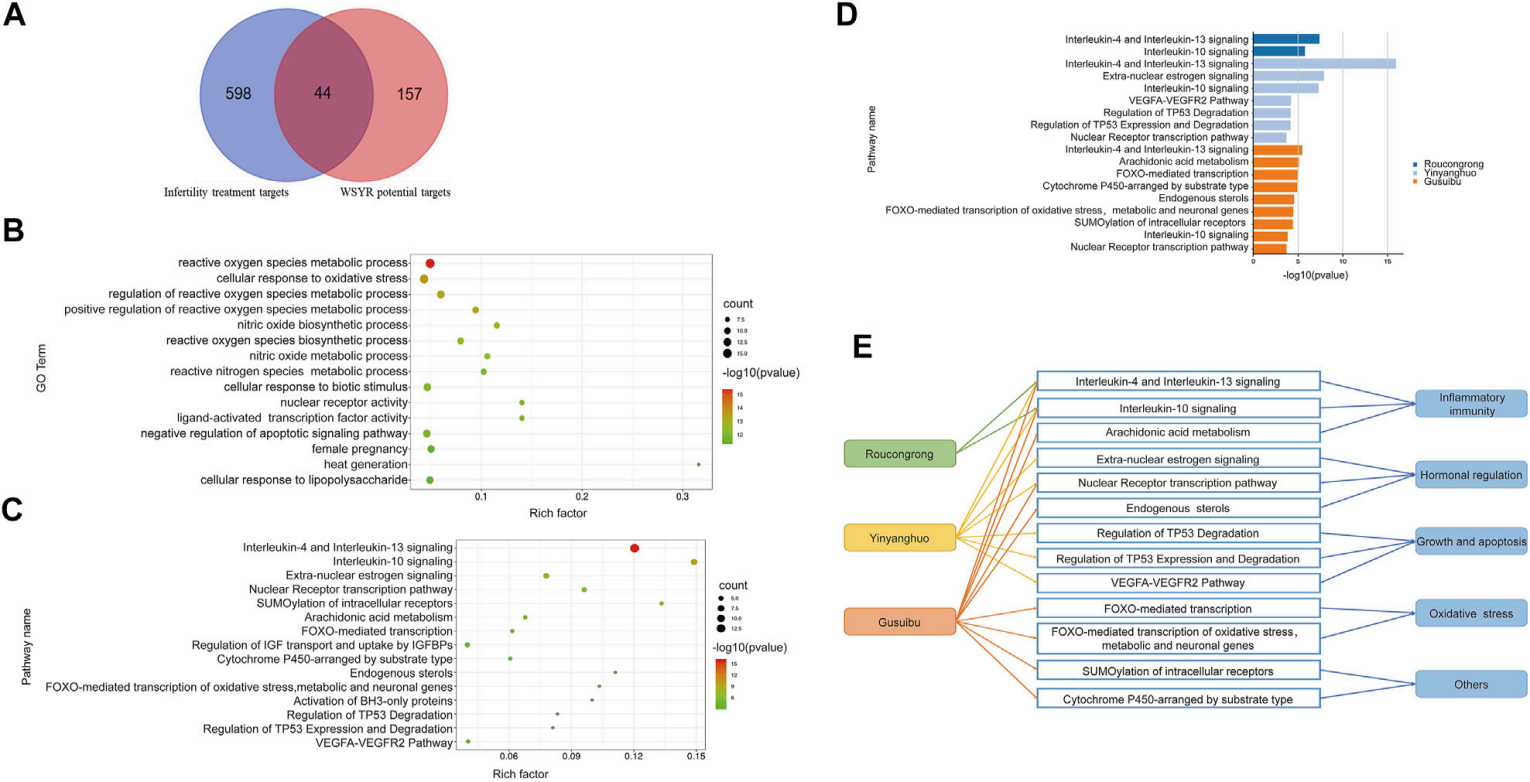
Functional analysis of infertility-related targets of WSYR identified in dry experiments **(A)** Venn diagram of the potential targets in WSYR and the therapeutic targets for infertility **(B)** Bubble chart of GO biological process enrichment analysis of 44 infertility treatment targets in WSYR **(C)** Bubble chart of pathway enrichment analysis of 44 infertility treatment targets in WSYR (*p* value ≤ 10^−3^) **(D)** Pathway enrichment analysis of infertility treatment-related targets of Roucongrong, Yinyanghuo and Gusuibu (*p* value ≤ 10^−3^) **(E)** Comparison of pathways regulated by Roucongrong, Yinyanghuo and Gusuibu.

**TABLE 2:** Database-based infertility treatment targets of Roucongrong, Yinyanghuo and Gusuibu.

NO.	Gene name	Entrez gene	TCM	NO.	UniProt ID	Gene name	TCM	NO.	Gene name	Entrez gene	TCM
1	ADRB1	153	Gusuibu	1	ADRB2	154	Roucongrong	1	ADRB2	154	Yinyanghuo
2	ADRB2	154	Gusuibu	2	AKT1	207	Roucongrong	2	AKT1	207	Yinyanghuo
3	AHR	196	Gusuibu	3	GSTM1	2944	Roucongrong	3	INSR	3643	Yinyanghuo
4	AKT1	207	Gusuibu	4	IL6	3569	Roucongrong	4	NFE2L2	4780	Yinyanghuo
5	APOB	338	Gusuibu	5	INSR	3643	Roucongrong	5	NOS3	4846	Yinyanghuo
6	CAT	847	Gusuibu	6	NFE2L2	4780	Roucongrong	6	PTGS2	5743	Yinyanghuo
7	CYP1A1	1543	Gusuibu	7	NOS3	4846	Roucongrong	7	TGFB1	7040	Yinyanghuo
8	CYP1B1	1545	Gusuibu	8	PGR	5241	Roucongrong	8	PARP1	142	Yinyanghuo
9	CYP19A1	1588	Gusuibu	9	PLAU	5328	Roucongrong	9	AR	367	Yinyanghuo
10	ESR1	2099	Gusuibu	10	PON1	5444	Roucongrong	10	IL10	3586	Yinyanghuo
11	NR3C1	2908	Gusuibu	11	PTGS2	5743	Roucongrong	11	CHEK2	11200	Yinyanghuo
12	GSTM1	2944	Gusuibu	12	TGFB1	7040	Roucongrong	12	AHR	196	Yinyanghuo
13	GSTP1	2950	Gusuibu	13	TNF	7124	Roucongrong	13	ESR1	2099	Yinyanghuo
14	IFNG	3458	Gusuibu	14	PARP1	142	Roucongrong	14	GSTP1	2950	Yinyanghuo
15	IL6	3569	Gusuibu	15	AR	367	Roucongrong	15	IFNG	3458	Yinyanghuo
16	INSR	3643	Gusuibu	16	E2F1	1869	Roucongrong	16	BIRC5	332	Yinyanghuo
17	NFE2L2	4780	Gusuibu	17	HSF1	3297	Roucongrong	17	ESR2	2100	Yinyanghuo
18	NOS3	4846	Gusuibu	18	IGF2	3481	Roucongrong	18	HSPB1	3315	Yinyanghuo
19	PGR	5241	Gusuibu	19	IL10	3586	Roucongrong	19	IL1A	3552	Yinyanghuo
20	PLAU	5328	Gusuibu	20	PTPN1	5770	Roucongrong	20	IL1B	3553	Yinyanghuo
21	PON1	5444	Gusuibu	21	SPP1	6696	Roucongrong	21	MMP2	4313	Yinyanghuo
22	PTGS2	5743	Gusuibu	22	CHEK2	11200	Roucongrong	22	PDE3A	5139	Yinyanghuo
23	SREBF1	6720	Gusuibu					23	CCL2	6347	Yinyanghuo
24	TGFB1	7040	Gusuibu					24	TP53	7157	Yinyanghuo
25	TNF	7124	Gusuibu					25	VEGFA	7422	Yinyanghuo

### Gene ontology and pathway enrichment analysis of infertility-related WSYR targets

There were 44 nonredundant infertility-related target genes in WSYR. To further explore the biological mechanisms of these 44 infertility targets of WSYR, GO biological process (BP) enrichment analysis was carried out. The targets were found to be involved in a variety of biological processes. The top 15 GO BPs are shown in Figure 2B and include the regulation of reactive oxygen species (ROS), the synthesis and metabolism of nitric oxide (NO), cellular response to oxidative stress, nuclear receptor activity, ligand-activated transcription factor activity, negative regulation of apoptosis signaling pathways, female pregnancy, heat generation, and cellular response to lipopolysaccharide.

At low concentrations, ROS participate in physiological regulation as a normal product of aerobic metabolism. However, excessive ROS can cause oxidative stress, which is regarded as related to oocyte maturation, embryonic development, and endometrial translocation (Wan and Qi, 2017). NO is an important free radical species that is important in embryonic development. The activity of NO and NOS is necessary for embryos to initiate the formation of the vasculature, and inhibition of NOS can lead to developmental defects or death of the embryo (Wu et al., 2020; Hitchler and Domann, 2021). Nuclear receptors play a very important role in the regulation of the final stage of ovarian follicle growth. Under the influence of follicle stimulating hormone, nuclear receptors promote the proliferation and differentiation of granulosa cells and the synthesis of steroids (Hughes and Murphy, 2021). WSYR may promote oocyte maturation and embryo development through these biological processes.

Pathway enrichment analysis was performed on the 44 infertility-related target genes of WSYR by ClueGO, and 15 pathways were enriched with a *p* value ≤ 10^−3^, as shown in Figure 2C. Among them, extra-nuclear estrogen signaling, the nuclear receptor transcription pathway, and endogenous sterols are all estrogen-related signaling pathways; regulation of TP53 degradation, regulation of TP53 expression and degradation, and the VEGFA-VEGFR2 pathway are all growth and apoptosis related pathways; interleukin-4 (IL-4) and interleukin-13 (IL-13) signaling, interleukin-10 (IL-10) signaling, and arachidonic acid metabolism are inflammatory signaling pathways; FOXO-mediated transcription, FOXO-mediated transcription of oxidative stress, metabolic and neuronal genes are oxidative stress signaling pathways. Those pathways are closely related to infertility, and involve mechanisms such as sex hormone synthesis and secretion, growth and apoptosis, inflammatory responses, and oxidative stress.

Pathway enrichment analysis was also performed on 22 infertility-related target genes for Roucongrong, 25 for Yinyanghuo and 25 for Gusuibu. As shown in Figure 2D, 2 pathways were enriched for Roucongrong, 7 pathways for Yinyanghuo and 9 pathways for Gusuibu. Therefore, we concluded that WSYR acts on multiple signaling pathways to regulate infertility and that all three constitutive herbs have both common and unique pathways, as shown in Figure 2E. All three herbs regulate inflammatory pathways. Yinyanghuo and Gusuibu both act on hormone regulation pathways. Yinyanghuo acts specially on growth and apoptosis signaling. The unique pathways of Gusuibu include FOXO-mediated transcription, arachidonic acid metabolism and endogenous sterols.

### Construction of a “Herbs-Compounds-Targets-Pathways” network for WSYR

As shown in Figure 3A, a “Herbs-Compounds-Targets-Pathways” network was constructed to show the overall function of WSYR and its constitutive herbs.

**FIGURE 3:**
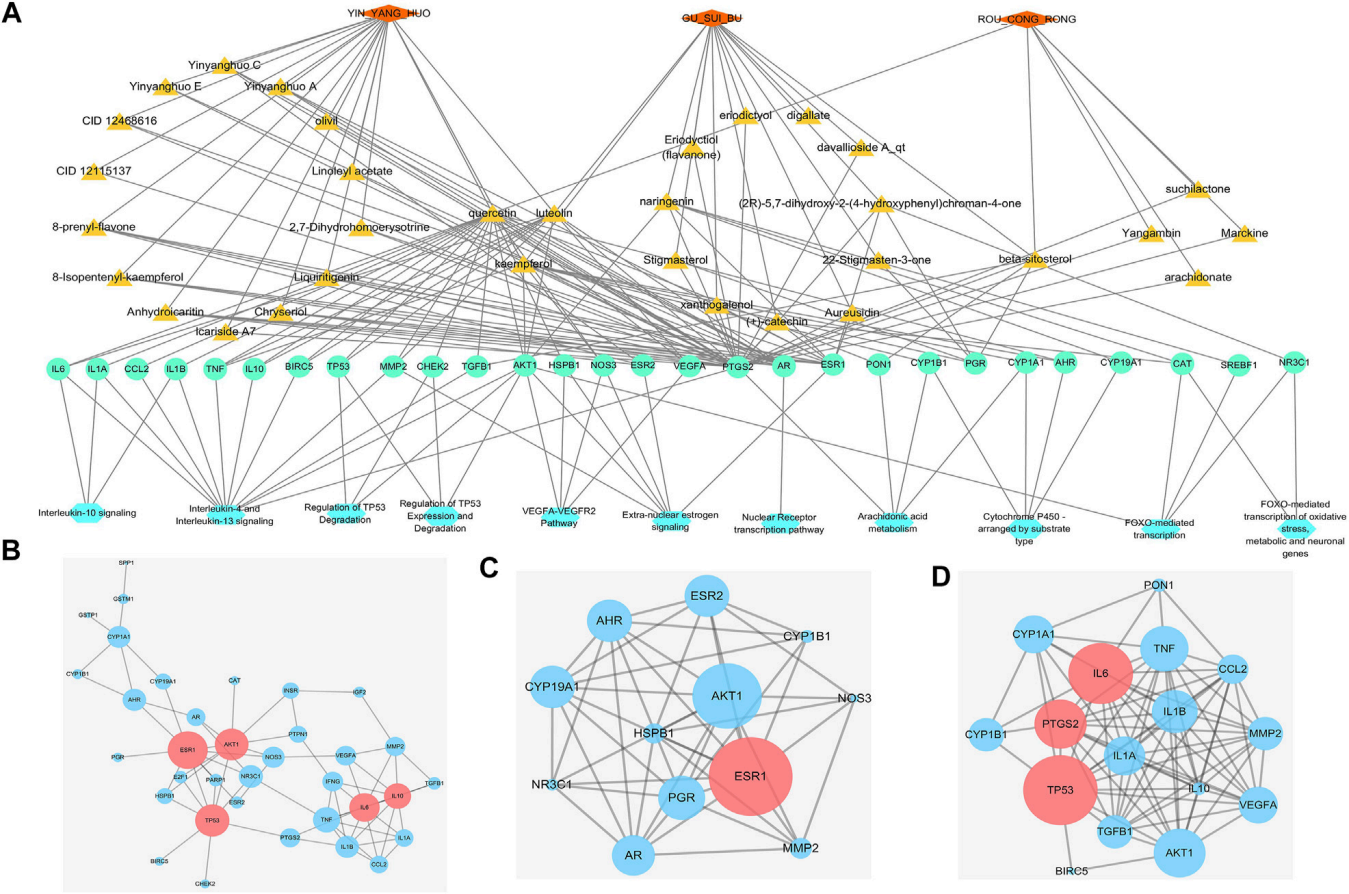
Interactive networks of infertility treatment targets based on databases **(A)**“Herbs-Compounds-Targets-Pathways” network. Orange diamond: TCM; dark yellow triangle: active compound; green circle: gene; blue hexagon: pathway **(B)** Protein–protein interaction network (PPIN) of 44 WSYR infertility therapeutic targets. Dark pink circle: key targets; blue circle: other targets **(C)** Hormone-related PPIN based on database targets. Dark pink circle: key targets; blue circle: other targets **(D)** Inflammatory immune-regulated PPIN based on database targets. Dark pink circle: key targets; blue circle: other targets.

Yinyanghuo A, Yinyanghuo B and Yinyanghuo C, representative compounds of Yinyanghuo, play immune inflammation regulatory and sex hormone regulatory roles in the treatment of infertility. The above three compounds all act on prostaglandin G/H synthase 2 (PTGS2) and androgen receptor (AR). Yinyanghuo A acts on ESR1, and Yinyanghuo B acts on ESR2. PTGS2 exerts inflammatory immune regulation by affecting IL-4 and IL-13 signaling, IL-10 signaling, and arachidonic acid metabolism. It has been reported that PTGS2 is closely associated with ovulation failure and implantation disorders in infertility (Szczuko et al., 2020). AR, ESR1 and ESR2 regulate the nuclear receptor transcription pathway, and ESR1 and ESR2 regulate extra-nuclear estrogen signaling to play a hormonal regulatory role.

As components of Gusuibu (+)-catechin and naringenin play a role in regulating oxidative stress in the treatment of infertility. Both (+)-catechin and naringenin can act on catalase (CAT). CAT is an enzyme involved in oxidative stress detoxification. It protects the human body from oxidative stress by regulating FOXO-mediated transcription and FOXO-mediated transcription of oxidative stress.

The Roucongrong component quercetin plays a role in regulating inflammation immunity in infertility. Quercetin acts on IL-10, IL-1α, IL-1β, IL-6, TNF, CCL2 and other inflammatory factors and chemokines and regulates IL-4 and IL-13 signaling and IL-10 signaling.

### Construction of protein-protein interaction networks of WSYR based on dry experiments

A total of 44 WSYR infertility therapeutic targets were used to construct a PPIN (confidence level >0.9) and to calculate the degree, betweenness and closeness of each node in the network. The larger the three parameter values, the more critical are the targets in the network. The top 5 nodes with the highest sum of degree, betweenness and closeness were proposed as key targets of WSYR, including ESR1, TP53, AKT1, IL-6, and IL-10 (Figure 3B and Supplementary Table S4-A).

We constructed a hormone regulation-related PPIN (confidence level >0.4) involving the three pathways of extra-nuclear estrogen signaling, nuclear receptor transcription pathway, and endogenous sterols and calculated the degree, betweenness and closeness of each node in the network. ESR1 was the most critical target (Figure 3C and Supplementary Table S4-B).

In addition, we constructed an immune inflammation-related PPIN (confidence level >0.4) involving interleukin-4 and interleukin-13 signaling, interleukin-10 signaling, and arachidonic acid metabolism, and calculated the degree, betweenness and closeness of each node in the network. The key targets included TP53, IL-6, and PTGS2 (Figure 3D and Supplementary Table S4-C).

### Differentially expressed genes identified by transcriptome analysis in HK-2 cells

Due to the incomplete and unsystematic nature of network pharmacology, the predicted results may not fully reflect the actual mechanism of WSYR. The application of transcriptome analysis can identify differentially expressed genes in response to TCM treatment and complement the results from network pharmacology.

There is an old saying in Chinese medicine: the kidney stores the essence, which is the foundation of reproduction. Deficiency of kidney qi and inadequacy of Tiangui will result in insufficient production of fertilization-competent sperm, leading to infertility. Deficiency of kidney yang, inability to warm semen and warm uterus, can cause cold semen and cold uterus, thereby causing infertility. Based on this, transcriptome analysis was performed on HK-2 human renal epithelial cells to examine the transcriptional regulation of WSYR in infertility-related pathways.

According to the results above, 15 pathways with *p* values less than 10^−3^ are the most important in the treatment of infertility by WSYR. Therefore, the 412 genes in these 15 pathways were subjected to transcriptome analysis in HK-2 cells treated with Roucongrong, Yinyanghuo and Gusuibu.

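HK-2 is an established line of human proximal tubule epithelial cells. Expression was measured by RASL-seq, in which pairs of probes anneal to the mRNA of a fixed panel of genes, neighbouring probes are ligated and the ligated products are amplified by PCR and counted by sequencing. Each gene of the panel is listed by its Entrez identifier, and the identifiers of all 412 genes matched a gene symbol. Each herb extract was given at 100 μg/mL for 24 h to 3 wells of 3000 cells, and every herb had its own 16 control wells with 0.5% DMSO, which makes 57 wells. The authors removed reads with more than 3 base mismatches and deposited the number of reads per gene for each well, without normalization. Total counts per well ranged from 13581 to 75969, with a median of 35239. In the Roucongrong set they ranged from 31292 to 40077 (median 36988) in the treated wells and from 29609 to 75969 (median 42023) in the DMSO wells. The Yinyanghuo set had 13581 to 35307 counts (median 21916) in the treated wells and 19690 to 40863 (median 28328) in the DMSO wells. For Gusuibu the totals were 18177 to 46019 (median 36206) in the treated wells and 21006 to 48769 (median 38086.5) in the DMSO wells. The most abundant gene took between 10.6% and 17.8% of the counts of a well. Averaged over the wells, 124 genes had fewer than 1 count. A gene with 3 counts, taken as the floor, had between 39.5 and 221 CPM (counts scaled to the same library total), depending on the well's total. The reads carry no molecular identifiers, so this floor covers counting error only. The 3 treated wells of each herb were compared with the 16 DMSO wells of the same set by edgeR's quasi-likelihood F test on the counts with TMM normalization, over all genes with a nonzero total. DEGs were called by the paper's criteria, an unadjusted p under 0.05 and a fold change above 1.5 or below 0.67, and p-values adjusted by the Benjamini-Hochberg method over all genes tested are given beside them. For single genes, a two-sided exact permutation test of the mean log2 CPM was run over all 969 ways to choose 3 of the wells, and the smallest p it allows is 0.00103. CPM are given with TMM normalization, as mean ± SD over wells.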

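In the Roucongrong comparison, 41 of 402 genes tested met the criteria for DEGs, 29 of them higher and 12 lower than in the DMSO wells. In the Yinyanghuo comparison, 60 of 400 genes met them, 31 higher and 29 lower. In the Gusuibu comparison, 38 genes met them, 31 higher and 7 lower. The adjusted p-value was under 0.05 for 12 genes with Roucongrong, 30 with Yinyanghuo and 21 with Gusuibu, of which 11, 25 and 8 also passed the fold change criterion. All 3 treated wells lay on the same side of the DMSO median for 21 of the Roucongrong DEGs, 44 of the Yinyanghuo DEGs and 21 of the Gusuibu DEGs. A mean count under 5 was found for 20 of the Roucongrong DEGs, 17 of the Yinyanghuo DEGs and 16 of the Gusuibu DEGs. For 7, 5 and 9 of them, respectively, no well of either group had more than 3 counts, and no fold change is given for these genes. The same criteria were applied where no herb was present, to 3 DMSO wells drawn at random against the other 13 of their set, in 100 draws per set. These draws called a median of 13 genes in the Roucongrong set, 12.5 in the Yinyanghuo set and 13 in the Gusuibu set. The draw with the most calls had 33 genes in the Roucongrong set, 51 in the Yinyanghuo set and 36 in the Gusuibu set, fewer than the herb in each set. With some of the alternative filters, normalizations and tests, 1 or 2 of the 100 draws reached the number called with Roucongrong or with Gusuibu. The median number of genes with an adjusted p-value under 0.05 was 0 in the draws of each set, and the highest was 5, 21 and 1, respectively. Among the normalizations, filters and tests tried as alternatives, keeping only the genes that edgeR's filterByExpr retains moved the Roucongrong count most, to 19 DEGs.

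**Figure D1:**
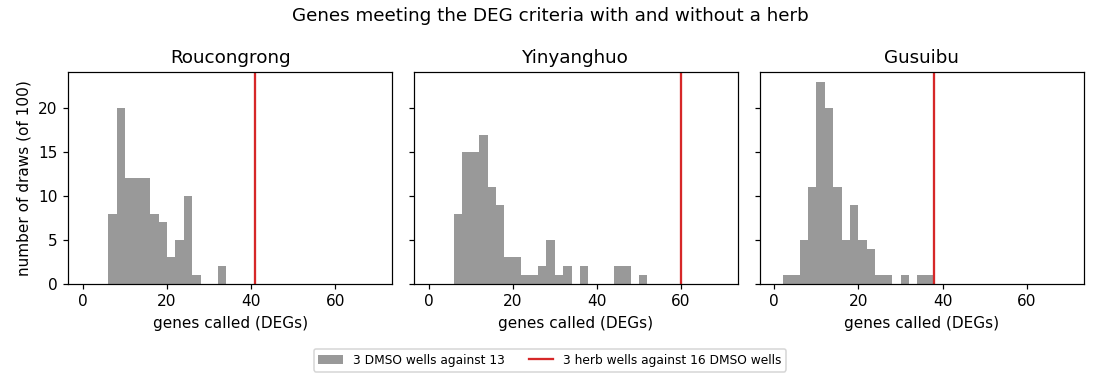
Number of genes meeting the DEG criteria in each set of wells. Grey bars count how many of the 100 draws of 3 DMSO wells against 13 gave each number of genes (horizontal axis), and the red line marks the 41, 60 and 38 genes called with Roucongrong, Yinyanghuo and Gusuibu, which lies to the right of every draw of the same set.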

As shown in the volcano map (Figure 4A), 26 DEGs were identified in Roucongrong, including 15 upregulated genes and 11 downregulated genes; 54 DEGs were identified in Yinyanghuo, including 30 upregulated genes and 24 downregulated genes; and 22 DEGs were identified in Gusuibu, including 19 upregulated genes and 3 downregulated genes (FC > 1.5 or <0.67 and *p* < 0.05). In conclusion, a total of 92 DEGs (Table 3) were identified for WSYR based on transcriptome analysis.

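The comparisons of the 3 herbs made 139 gene-by-herb calls on 127 different genes. Table 3 lists 102 gene-by-herb calls, and 93 of these were called here in the same direction. The log2 fold change had the sign given in Table 3 for all 102. Of the 92 genes of Table 3, 85 were called in at least 1 herb. The adjusted p-value was under 0.05 for 40 of the 102 calls when adjusted over all genes tested and for 97 when adjusted over the list alone. The latter count shows no stability, because the list was chosen on these data. Among the calls, 15 genes with Roucongrong, 12 with Yinyanghuo and 19 with Gusuibu are not listed in Table 3 for the same herb. Some of them, such as CDKN1A with Roucongrong, are listed there for another herb. The union of the DEGs held 76 genes when only the genes retained by filterByExpr were tested, and 89 genes with DESeq2's Wald test in place of edgeR's test.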

**FIGURE 4:**
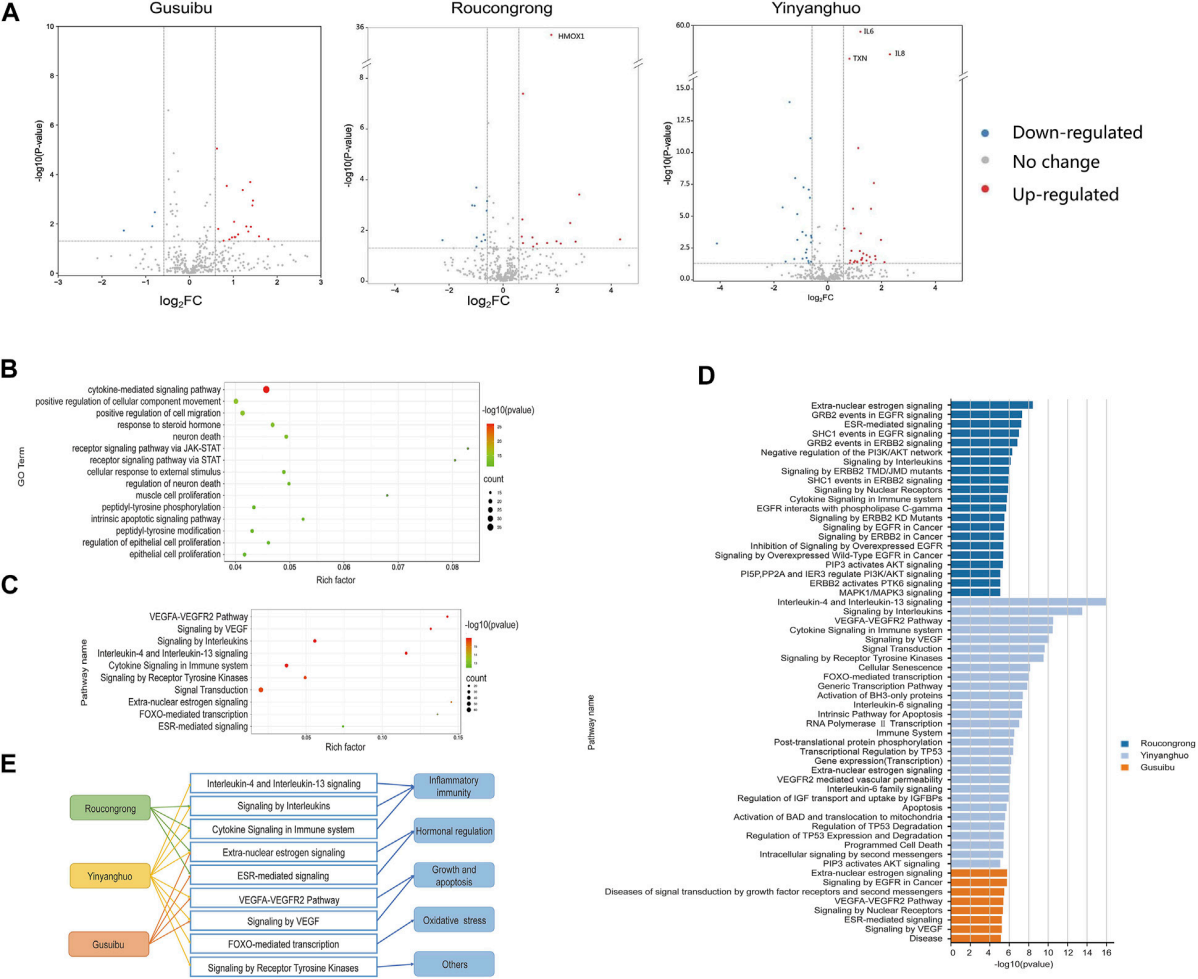
Functional analysis of WSYR DEGs based on transcriptome analysis **(A)** Volcano map of DEGs of Roucongrong, Yinyanghuo and Gusuibu. Red dots: upregulated genes; green dots: downregulated genes; black dots: unchanged genes **(B)** Bubble chart of GO biological processes enriched among the 92 DEGs related to WSYR (top 15) **(C)** Bubble chart of pathways enriched among the 92 DEGs related to WSYR (top 10) **(D)** Pathway enrichment analysis of DEGs in Roucongrong, Yinyanghuo and Gusuibu (*p* value ≤ 10^−5^) **(E)** Comparison of pathways regulated by Roucongrong, Yinyanghuo and Gusuibu.

**TABLE 3:** 92 DEGs of WSYR. Including 22 gusuibu DEGs, 26 RoucongrongDEGs and 54 yinyanghuo DEGs.

NO.	Gene symbol	Entrez gene	log2FC	*p* Value	Classification	NO.	Gene symbol	Entrez gene	log2FC	*p* Value	Classification	NO.	Gene symbol	Entrez gene	log2FC	*p* Value	Classification
1	EREG	2069	0.626	8.91E-06	Gusuibu	13	FOXO4	4303	1.087	1.88E-02	Roucongrong	21	NCK1	4690	−0.601	4.70E-04	Yinyanghuo
2	PTK2B	2185	1.386	2.03E-04	Gusuibu	14	CYBA	1535	−0.977	1.90E-02	Roucongrong	22	IGFBP7	3490	−1.128	7.29E-04	Yinyanghuo
3	VCAN	1462	0.849	2.91E-04	Gusuibu	15	GNG3	2785	4.330	2.25E-02	Roucongrong	23	CXCL1	2919	1.978	7.35E-04	Yinyanghuo
4	CAV2	858	1.214	4.29E-04	Gusuibu	16	TYK2	7297	−0.663	2.41E-02	Roucongrong	24	WASF1	8936	−0.623	1.15E-03	Yinyanghuo
5	PLCG1	5335	1.448	1.14E-03	Gusuibu	17	ESR2	2100	−2.243	2.45E-02	Roucongrong	25	RASA1	5921	−4.118	1.41E-03	Yinyanghuo
6	PIM1	5292	1.435	1.80E-03	Gusuibu	18	MMP7	4316	1.977	2.68E-02	Roucongrong	26	TP53	7157	−0.781	4.20E-03	Yinyanghuo
7	STAT3	6774	−0.792	3.42E-03	Gusuibu	19	BCL2L1	598	−0.797	2.69E-02	Roucongrong	27	NR1H2	7376	0.882	5.24E-03	Yinyanghuo
8	TXNIP	10628	1.017	8.30E-03	Gusuibu	20	IL1R1	3554	2.682	2.78E-02	Roucongrong	28	VCAM1	7412	1.191	5.48E-03	Yinyanghuo
9	GADD45 A	1647	−0.851	1.25E-02	Gusuibu	21	EGF	1950	1.629	3.13E-02	Roucongrong	29	CALM1	801	−0.814	7.22E-03	Yinyanghuo
10	CYP26C1	340665	1.296	1.27E-02	Gusuibu	22	HSPA8	3312	0.736	3.14E-02	Roucongrong	30	ARNT	405	1.323	8.66E-03	Yinyanghuo
11	KDR	3791	1.400	1.32E-02	Gusuibu	23	NR2C2	7182	2.133	3.32E-02	Roucongrong	31	PPARG	5468	1.447	1.14E-02	Yinyanghuo
12	GNAI1	2770	0.655	1.62E-02	Gusuibu	24	SIRT3	23410	1.250	3.41E-02	Roucongrong	32	NR4A2	4929	1.762	1.34E-02	Yinyanghuo
13	ARNT	405	−1.500	1.88E-02	Gusuibu	25	PIAS1	8554	−0.986	4.27E-02	Roucongrong	33	IL6R	3570	1.563	1.60E-02	Yinyanghuo
14	MARC1	64757	1.342	2.03E-02	Gusuibu	26	BCL6	604	1.112	4.30E-02	Roucongrong	34	SGK1	6446	−0.785	1.87E-02	Yinyanghuo
15	GNGT2	2793	1.110	2.70E-02	Gusuibu	1	IL6	3569	1.382	1.01E-55	Yinyanghuo	35	ATM	472	1.279	1.89E-02	Yinyanghuo
16	POMC	5443	1.586	3.24E-02	Gusuibu	2	IL8	3576	2.331	5.35E-27	Yinyanghuo	36	YWHAH	7533	−0.937	2.20E-02	Yinyanghuo
17	BMF	90427	1.028	3.42E-02	Gusuibu	3	TXN	7295	0.615	1.92E-24	Yinyanghuo	37	CYP4V2	285440	−1.242	2.32E-02	Yinyanghuo
18	KAT2B	8850	1.048	3.43E-02	Gusuibu	4	FN1	2335	−1.420	1.06E-14	Yinyanghuo	38	ROCK1	6093	1.777	2.42E-02	Yinyanghuo
19	F5	2153	0.969	3.53E-02	Gusuibu	5	HSP90B1	7184	−0.640	7.51E-12	Yinyanghuo	39	F5	2153	1.260	2.57E-02	Yinyanghuo
20	SHC2	25759	1.798	4.17E-02	Gusuibu	6	HMOX1	3162	1.134	4.38E-11	Yinyanghuo	40	IL23 A	51561	1.242	2.65E-02	Yinyanghuo
21	THRB	7068	0.909	4.24E-02	Gusuibu	7	STAT1	6772	−1.208	9.97E-09	Yinyanghuo	41	FOXO4	4303	1.443	3.10E-02	Yinyanghuo
22	PIK3R1	5295	0.778	4.81E-02	Gusuibu	8	CXCL2	2920	1.716	2.47E-08	Yinyanghuo	42	CYP2S1	29785	0.841	3.11E-02	Yinyanghuo
1	HMOX1	3162	1.873	2.87E-36	Roucongrong	9	CAV1	857	−0.899	5.29E-08	Yinyanghuo	43	ITGB2	3689	1.011	3.28E-02	Yinyanghuo
2	EREG	2069	0.795	4.12E-08	Roucongrong	10	CDKN2A	1029	−0.705	8.18E-08	Yinyanghuo	44	HDAC1	3065	−0.721	3.32E-02	Yinyanghuo
3	VCAN	1462	−0.990	2.03E-04	Roucongrong	11	SDC2	6383	−0.660	3.56E-07	Yinyanghuo	45	SOCS5	9655	1.091	3.64E-02	Yinyanghuo
4	TNFRSF1A	7132	2.819	3.81E-04	Roucongrong	12	VCAN	1462	−1.675	2.01E-06	Yinyanghuo	46	PAK3	5063	−1.565	3.65E-02	Yinyanghuo
5	EGFR	1956	−0.593	7.01E-04	Roucongrong	13	EREG	2069	0.942	2.60E-06	Yinyanghuo	47	LAMC1	3915	−0.622	3.72E-02	Yinyanghuo
6	CYP4V2	285440	−1.145	1.02E-03	Roucongrong	14	CDKN1A	1026	1.609	2.64E-06	Yinyanghuo	48	FOS	2353	2.111	4.13E-02	Yinyanghuo
7	SOD2	6648	−1.052	1.05E-03	Roucongrong	15	ITGAV	3685	−1.131	6.93E-06	Yinyanghuo	49	PPARGC1A	10891	1.096	4.16E-02	Yinyanghuo
8	MED1	5469	−0.609	1.68E-03	Roucongrong	16	IL18	3606	0.619	9.06E-05	Yinyanghuo	50	AKT2	208	0.975	4.24E-02	Yinyanghuo
9	SUMO2	6613	0.713	3.71E-03	Roucongrong	17	LCN2	3934	−0.940	1.70E-04	Yinyanghuo	51	MMP7	4316	1.605	4.53E-02	Yinyanghuo
10	HRAS	3265	2.482	5.12E-03	Roucongrong	18	BAD	572	1.229	2.24E-04	Yinyanghuo	52	JUNB	3726	0.822	4.71E-02	Yinyanghuo
11	THEM4	117145	−0.715	1.49E-02	Roucongrong	19	CTNND1	1500	−0.810	3.16E-04	Yinyanghuo	53	PTK2	5747	−0.704	4.77E-02	Yinyanghuo
12	PPP2CA	5515	0.691	1.77E-02	Roucongrong	20	TP53BP2	7159	−0.619	3.40E-04	Yinyanghuo	54	SFN	2810	1.300	4.94E-02	Yinyanghuo

### Gene ontology and pathway enrichment analysis of WSYR DEGs

To further explore the biological mechanism of these 92 DEGs in WSYR, GO BP enrichment analysis was carried out. As shown in Figure 4B, the DEGs were involved in a variety of biological processes, including regulation of cytokine-mediated signaling pathways, cell movement and migration, steroid hormone response, JAK-STAT receptor signaling pathways, neuronal death, intrinsic apoptosis signaling pathways, peptidyl-tyrosine phosphorylation modification, and proliferation of muscle and epithelial cells.

When inflammation occurs, cells such as leukocytes, fibroblasts, endothelial cells, and haematopoietic cells are induced to produce chemokines by IL-1, TNF and other cytokines and are guided by chemokines to migrate to specific tissues (Borrelli et al., 2013). Studies have found that the chemokines CXCL1 and CXCL13 are abnormally expressed in female infertility patients with chronic endometritis (Kitaya and Yasuo, 2010). Sex steroid hormones are essential elements that affect reproduction. They affect follicle formation, endometrial development, ovulation, implantation and other developmental events (Reichman and Rosenwaks, 2017) that are critical for female pregnancy. In addition, members of the JAK-STAT pathway, TYK2, STAT1 and STAT4, have been shown to be active in human sperm, indicating that defects in the JAK-STAT pathway in sperm may be related to male infertility (D'Cruz et al., 2001).

Similarly, many pathways were enriched by the 92 DEGs of WSYR; the top 10 pathways are shown in Figure 4C. Among them, extra-nuclear estrogen signaling and ESR-mediated signaling are both estrogen-related signaling pathways; the VEGFA-VEGFR2 pathway and signaling by VEGF are both growth- and apoptosis-related pathways; Interleukin-4 and interleukin-13 signaling, signaling by interleukins and cytokine signaling in immune system are inflammatory immune signaling pathways; and FOXO-mediated transcription is an oxidative stress signaling pathway. These results are consistent with those of database-based network pharmacology.

Pathway enrichment analysis of the DEGs of the three herbs was also carried out. The total numbers of enriched pathways with *p* value **≤** 10^−5^ were 21 for Roucongrong, 29 for Yinyanghuo, and 8 for Gusuibu (Figure 4D). 

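Among the DEGs of the herbs, 116 were called in exactly 1 herb, 10 in exactly 2 herbs and 1 in all 3. Of the genes called in more than 1 herb, 8 moved in the same direction, and 3 moved in opposite directions (ARNT, CDKN1A and VCAN). VCAN (Entrez 1462), the gene called in all 3 herbs, was singled out after its values were seen. It had 1058 ± 359 (SD, n = 3) CPM with Roucongrong and 2131 ± 665 (SD, n = 16) in the DMSO wells, a log2 fold change of -0.99 (standard error 0.26, adjusted p = 0.0281 from edgeR). With Yinyanghuo it had 374 ± 187 (SD, n = 3) CPM against 1178 ± 270.4 (SD, n = 16), a log2 fold change of -1.71 (standard error 0.30, edgeR adjusted p = 0.000294). With Gusuibu it rose from 1234 ± 351 (SD, n = 16) to 2114 ± 156 (SD, n = 3) CPM, a log2 fold change of 0.75 (standard error 0.21, edgeR adjusted p = 0.0298). A call in one herb and not in another does not show that the effects differ, so the differences between herbs were tested as an interaction in one edgeR model of all 57 wells. The effect differed, with an adjusted p-value under 0.05, between Yinyanghuo and Roucongrong for 28 of the 412 genes, between Yinyanghuo and Gusuibu for 23 and between Roucongrong and Gusuibu for 27. The DMSO wells of the 3 sets also differed from each other, for 108 genes at an adjusted p-value under 0.05.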

WSYR acts on a variety of signaling pathways to regulate infertility, and the three herbs have both common and unique pathways (Figure 4E). 

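Pathway enrichment was not recomputed. The DEGs were counted within the 19 genes of the hormone-related network (Supplementary Table S5-B) and the 35 genes of the inflammation-related network (Supplementary Table S5-C). Both lists hold genes that the paper had called on these same wells. Counts within them therefore do not replace a test of enrichment and are no evidence that a herb acts on hormones or inflammation. With Roucongrong, 8 hormone-related genes were called, 5 higher and 3 lower, and 2 of the list had an adjusted p-value under 0.05. Of the inflammation-related genes, 12 were called with Roucongrong, 7 higher and 5 lower, and 3 of that list had an adjusted p-value under 0.05. Without the third treated well, 13 of the 41 Roucongrong DEGs were called again; of these lists, EREG, HMOX1 and SOD2 (the last named after its values were seen) were called in each of the 3 fits that left out 1 treated well. With Gusuibu, 4 hormone-related genes were called (PIK3R1, GNGT2, CAV2 and KAT2B), all of them higher, with log2 fold changes from 0.74 to 1.13. These 4 genes belong to a group of 19 genes that rise and fall together among the DMSO wells of the other sets, and without the second Gusuibu well 0 of the 11 Gusuibu calls in that group remained. Of the inflammation-related genes, 7 were called with Gusuibu, 6 higher and 1 lower. The adjusted p-value was under 0.05 for 2 hormone-related and 5 inflammation-related genes with Gusuibu.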

For example, Roucongrong plays a role in inflammatory immune and hormone regulation, and Gusuibu plays a role in angiogenesis and hormone regulation. In addition to regulating inflammatory responses, angiogenesis and hormone levels, Yinyanghuo plays a unique role in the regulation of oxidative stress and receptor tyrosine kinases.

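With Yinyanghuo, 16 inflammation-related genes were called, 11 higher and 5 lower, and 10 genes of that list had an adjusted p-value under 0.05. Of the hormone-related genes, 6 were called with Yinyanghuo, 2 higher and 4 lower, and 3 of that list had an adjusted p-value under 0.05. Without the second treated well, 32 of the 60 Yinyanghuo DEGs were called again, and 20 were called in each of the 3 fits that left out 1 treated well. Thioredoxin (TXN, Entrez 7295), a protein of the cell's redox balance, had 81648 ± 2814 (SD, n = 3) CPM with Yinyanghuo and 55617 ± 3516 (SD, n = 16) in the DMSO wells. Its log2 fold change was 0.55 (standard error 0.07, adjusted p = 5.1e-06 from edgeR), which lies below the fold change criterion, and 0.66 with RLE normalization in place of TMM, which lies above it. Every Yinyanghuo well was above every DMSO well for TXN (exact permutation p = 0.00103, the smallest possible). The log2 fold change of TXN was 0.38 larger with Yinyanghuo than with Roucongrong (edgeR adjusted p = 0.0406) and 0.74 larger than with Gusuibu (edgeR adjusted p = 7.3e-06), but the DMSO wells of the sets differed in TXN too, so herb and set cannot be separated here. FN1 (Entrez 2335), which encodes fibronectin, fell from 47196 ± 10512 (SD, n = 16) to 16944 ± 3129 (SD, n = 3) CPM with Yinyanghuo, a log2 fold change of -1.48 (standard error 0.19, edgeR adjusted p = 5.1e-06). With each treated well left out in turn, it stayed between -1.60 and -1.34. From the pathways enriched among the DEGs of each herb, the paper states that the herbs share some pathways and that others are unique.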

### Construction of a “herbs-degs-pathways” network for WSYR based on transcriptome analysis

Based on the results of transcriptome analysis, we drew a “Herbs-DEGs-Pathways” diagram to show the overall function of WSYR and its constituent herbs, as shown in Figure 5A.

**FIGURE 5:**
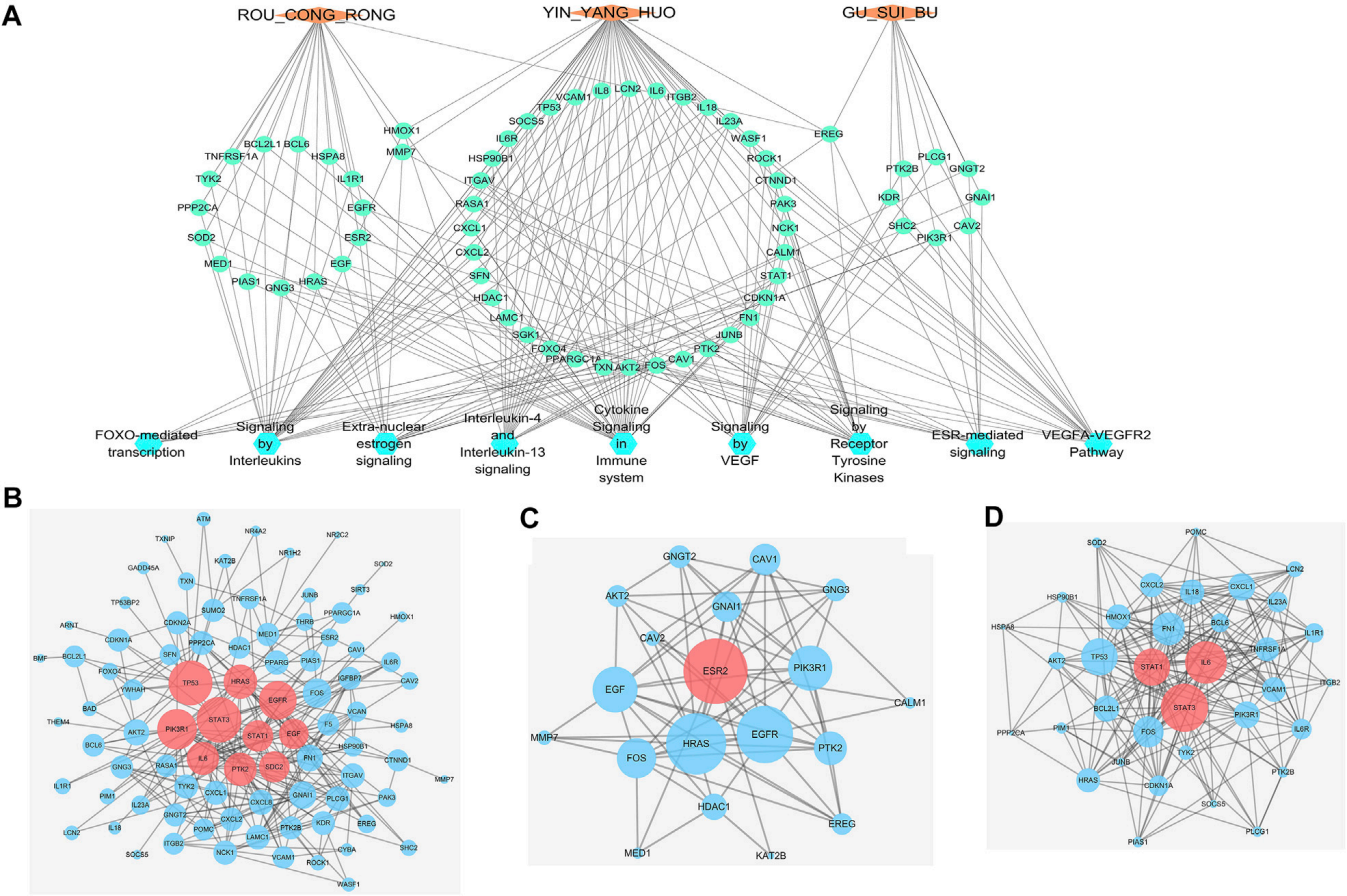
Interactive networks of WSYR based on DEGs **(A)** “Herbs-DEGs-Pathways” network. Orange diamond: TCM; green circle: gene; blue circle: pathway **(B)** Protein—protein interaction network (PPIN) of all DEGs from transcriptome sequencing. Dark pink circle: key targets; blue circle: other targets **(C)** Hormone-related PPIN based on DEGs.Dark pink circle: key targets; blue circle: other targets **(D)** Inflammatory immune-regulated PPIN based on DEGs.Dark pink circle: key targets; blue circle: other targets.

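EREG (Entrez 2069) had 15233 ± 434 (SD, n = 3) CPM with Roucongrong and 8769 ± 1522 (SD, n = 16) in the DMSO wells of that set. The log2 fold change was 0.80 (standard error 0.13, adjusted p = 0.000312 from edgeR), and all 3 treated wells were above every DMSO well. With Yinyanghuo it had 20936 ± 6219.9 (SD, n = 3) CPM against 11297 ± 2841 (SD, n = 16), a log2 fold change of 0.89 (standard error 0.18, edgeR adjusted p = 0.00127). With Gusuibu it had 14294 ± 2187 (SD, n = 3) CPM against 9893 ± 1499 (SD, n = 16), a log2 fold change of 0.53 (standard error 0.12, edgeR adjusted p = 0.012). This last value is below the fold change criterion of 1.5, so EREG was not called with Gusuibu. It was called there with RLE normalization, at a log2 fold change of 0.59, and with DESeq2's Wald test. The exact permutation p was 0.00413 with Yinyanghuo and 0.00206 with Gusuibu. With each treated well left out in turn, the log2 fold change ranged from 0.78 to 0.82 with Roucongrong, from 0.66 to 1.09 with Yinyanghuo and from 0.40 to 0.62 with Gusuibu.

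**Figure D2:**
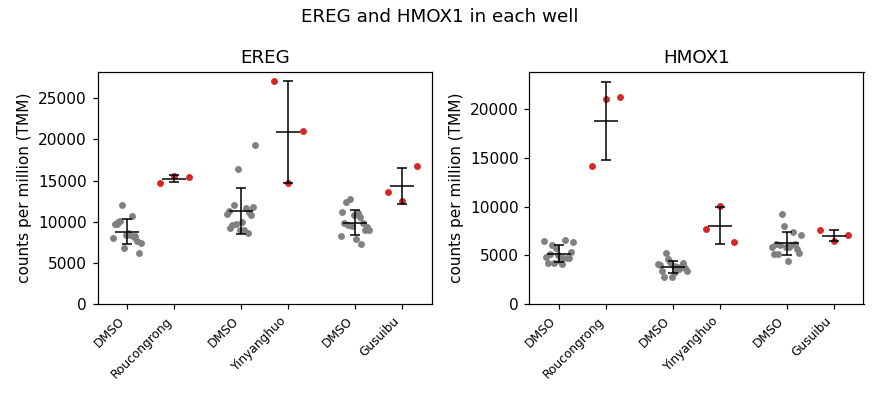
CPM (TMM-normalized, vertical axis) of EREG and HMOX1 in each well, with 16 DMSO wells (grey) beside the 3 treated wells (red) of each herb. Bars give mean ± SD, and for HMOX1 the treated wells of Roucongrong and Yinyanghuo lie above every DMSO well of their sets.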

Proepiregulin (EREG) is coregulated by Roucongrong, Yinyanghuo and Gusuibu and acts on three signaling pathways: extra-nuclear estrogen signaling, ESR-mediated signaling and signaling by receptor tyrosine kinases. EREG is a member of the epidermal growth factor family, which can regulate angiogenesis and remodelling to promote tissue repair, wound healing and oocyte maturation (Riese and Cullum, 2014). 

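HMOX1 (Entrez 3162) rose from 5162 ± 848 (SD, n = 16) CPM in the DMSO wells to 18813 ± 4021 (SD, n = 3) with Roucongrong. Its log2 fold change of 1.87 (standard error 0.13, adjusted p = 6.1e-12 from edgeR) had the smallest p of all genes in that comparison. With Yinyanghuo it rose from 3805 ± 638 (SD, n = 16) to 8043 ± 1893 (SD, n = 3) CPM, a log2 fold change of 1.07 (standard error 0.15, edgeR adjusted p = 1.3e-05). With Gusuibu it had 7020.3 ± 562 (SD, n = 3) CPM against 6210.3 ± 1196 (SD, n = 16), a log2 fold change of 0.17 (edgeR adjusted p = 0.577). The effect was smaller with Yinyanghuo than with Roucongrong, by a log2 difference of -0.80 (edgeR adjusted p = 0.0156), and larger with Roucongrong than with Gusuibu, by 1.69 (edgeR adjusted p = 2.9e-08). HMOX1 also differed between the DMSO wells of the sets, and against the DMSO wells of the other sets its log2 fold change with Yinyanghuo was 0.44, which is below the fold change criterion, and that with Gusuibu was 0.60, which passes the criteria.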

Haem oxygenase 1 (HMOX1) is jointly regulated by Roucongrong and Yinyanghuo and acts on three signaling pathways: IL-4 and IL-13 signaling, signaling by interleukins and cytokine signaling in the immune system. HMOX1 catalyses the degradation of haem to produce carbon monoxide (CO), iron and biliverdin-IXα. The HMOX1/CO system has been found to exert cytoprotective effects on damaged organs and in animal models by regulating inflammation and apoptosis (Ryter, 2019). 

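MMP7 (Entrez 4316) was measured near the floor. With Roucongrong its counts in the treated wells were 2, 0 and 32, and those in the DMSO wells ranged from 0 to 8 with a median of 3. Its log2 fold change was 1.99 (standard error 0.72, adjusted p = 0.155 from edgeR), and 1 of the 3 treated wells was above the DMSO median. Without the third treated well the log2 fold change was -1.37, in the opposite direction. An exact permutation test of the log2 CPM gave p = 0.387 for Roucongrong. With Yinyanghuo the counts in the treated wells were 4, 8 and 3, and those in the DMSO wells ranged from 0 to 7 with a median of 1.5. The log2 fold change was 1.43 (standard error 0.74, edgeR adjusted p = 0.279), with all 3 treated wells above the DMSO median. Its unadjusted edgeR p of 0.0645 did not pass the criteria, and the exact permutation p was 0.0526. With DESeq2's Wald test, MMP7 passed them with Yinyanghuo at a log2 fold change of 1.67.

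**Figure D3:**
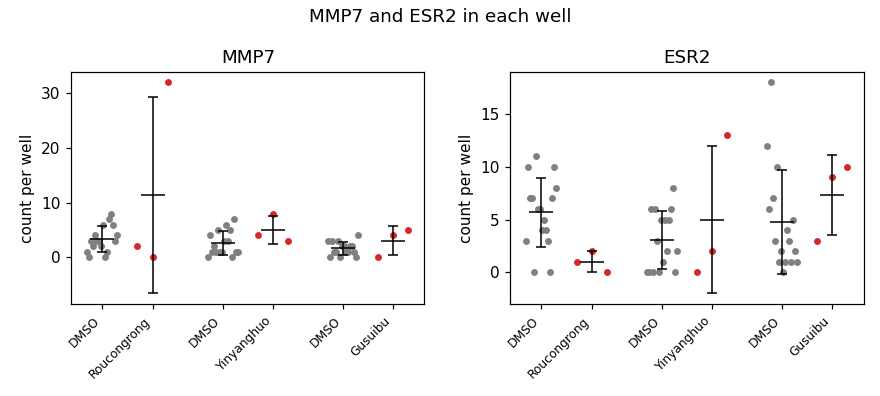
Count per well (vertical axis) of MMP7 and ESR2, with the 16 DMSO wells (grey) beside the 3 treated wells (red) of each herb and bars at mean ± SD. The third Roucongrong well holds 32 counts of MMP7, and the other two hold 2 and 0.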

MMP7 is jointly regulated by Roucongrong and Yinyanghuo and acts on three signaling pathways: extranuclear estrogen signaling, ESR-mediated signaling and signal transduction. MMPs can degrade the extracellular matrix (ECM), affect the migration of germ cells, affect the spermatogenesis pathway, and play important roles in spermatogenesis and semen quality (Warinrak et al., 2015).

### Construction of PPINs of WSYR based on transcriptome analysis

To identify the key targets of WSYR, a PPIN was constructed based on the 92 DEGs obtained by transcriptome analysis (confidence level >0.9), and 86 nodes are illustrated in Figure 5B and Supplementary Table S5-A. The degree, betweenness and closeness of each node in the network were calculated. The results showed that the key targets included STAT3, TP53, PIK3R1, EGFR, HRAS, PTK2, IL6, STAT1, SDC2 and EGF.

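Among these genes, SDC2 (Entrez 6383) fell with Yinyanghuo from 16575 ± 1573 (SD, n = 16) to 10015 ± 3438 (SD, n = 3) CPM, a log2 fold change of -0.72 (standard error 0.14, adjusted p = 0.000997 from edgeR). Without the second Yinyanghuo well, where SDC2 was lowest, it was -0.49, which is short of the fold change criterion, as it also was against the DMSO wells of the other sets and with loess offsets, an alternative chosen after the data were seen. PTK2 (Entrez 5747) had counts of 8, 3 and 29 in the Yinyanghuo wells and a median of 23.5 in the DMSO wells, a log2 fold change of -0.75 (edgeR adjusted p = 0.184). In CPM it was lower than the DMSO median in all 3 Yinyanghuo wells, and it was not called without the first or without the second of them or with DESeq2's Wald test. EGFR (Entrez 1956) fell with Roucongrong from 2550.3 ± 466 (SD, n = 16) to 1693 ± 177 (SD, n = 3) CPM, a log2 fold change of -0.59 (edgeR adjusted p = 0.0538), and its 3 treated wells were below every DMSO well (exact permutation p = 0.00103). EGFR was not called with filterByExpr, without the third Roucongrong well or with the loess offsets. HRAS (Entrez 3265) and EGF (Entrez 1950) were called with Roucongrong on small counts. HRAS had 7, 1 and 27 counts in the treated wells and 0 to 8 in the DMSO wells, a log2 fold change of 2.42 (standard error 0.70, edgeR adjusted p = 0.0521). EGF had 10, 0 and 33 counts in the treated wells and 0 to 17 in the DMSO wells, a log2 fold change of 1.61 (standard error 0.62, edgeR adjusted p = 0.198). Without the third Roucongrong well, neither was called, at log2 fold changes of 0.93 for HRAS and 0.13 for EGF. PIK3R1 (Entrez 5295) had counts of 5, 44 and 41 in the Gusuibu wells and 7 to 31 in the DMSO wells, with a standard error of 0.33 on its log2 fold change and an edgeR adjusted p of 0.244. PIK3R1 was not called without the second or without the third Gusuibu well, with DESeq2's Wald test, with edgeR's exact test with RLE, with all 57 wells in one fit, against the DMSO wells of the other sets or with the mean of a group of covarying genes as a covariate. STAT3 and IL6 are given with the inflammation-related genes.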

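Of the 19 genes of the hormone-related list, 17 were called in at least 1 herb, and GNAI1 and AKT2 were called in none. The list was chosen from the paper's DEGs on these data, so a high count was close to fixed in advance. After adjustment over all genes tested, 5 genes of the list had an adjusted p-value under 0.05 in at least 1 herb, among them EREG, GNG3 and CAV1. The last 2 were picked after their values were seen. GNG3 was called with Roucongrong on counts of 0, 1 and 11, against no more than 1 count in any DMSO well, so its change is given as at least 1.53-fold higher. This bound rests on the third well, since the other treated wells held no more than 1 count. GNG3 was not called in every fit that left out 1 treated well. CAV1 (Entrez 857) fell with Yinyanghuo from 16943 ± 3021 (SD, n = 16) to 8689 ± 2573 (SD, n = 3) CPM, a log2 fold change of -0.95 (standard error 0.17, adjusted p = 0.000294 from edgeR), and all 3 treated wells were below the DMSO median. With DESeq2's Wald test, the number of hormone-related genes called was also 17, of which 15 were the same genes.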

To further identify the key targets of WSYR in hormones, 19 DEGs (confidence level >0.4) corresponding to the two hormone-related pathways of extra-nuclear estrogen signaling and ESR-mediated signaling in Figure 4E were selected to construct a PPIN. Nineteen nodes are shown in Figure 5C and Supplementary Table S5-B. Additionally, the degree, betweenness and closeness of each node in the network was calculated. The results showed that the most critical target of hormone regulation is ESR2.

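ESR2 (Entrez 2100) was called with Roucongrong, where its treated wells held 1, 2 and 0 counts. The DMSO wells of that set held 0 to 11 counts, with a median of 6. Since no treated well was above the floor, the difference is given as a bound: ESR2 was at least 1.56-fold lower with Roucongrong. The adjusted p was 0.251 from edgeR, and the exact permutation p was 0.032, with all 3 treated wells below the DMSO median. ESR2 was not called without the first or without the third Roucongrong well, nor against the DMSO wells of the other sets. With Yinyanghuo its counts were 0, 2 and 13 against a DMSO median of 2.5 (edgeR adjusted p = 0.687), and with Gusuibu 3, 9 and 10 against 3 (edgeR adjusted p = 0.656), so no difference was detectable at this depth in these herbs.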

To further identify the key targets of WSYR in immune inflammation, 35 DEGs (confidence level >0.4) corresponding to the three inflammatory immune-related pathways interleukin-4 and interleukin-13 signaling, signaling by interleukins, and cytokine signaling in the immune system, as shown in Figure 4E, were selected to construct a PPIN. 

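Of these 35 genes, 32 were called in at least 1 herb, and IL18, AKT2 and JUNB were called in none. This count too was close to fixed in advance, because the genes were chosen as DEGs on these data. After adjustment over all genes tested, 16 had an adjusted p-value under 0.05 in at least 1 herb. CXCL1 (Entrez 2919), which encodes a chemokine, had counts of 9, 2 and 20 in the Yinyanghuo wells and 0 to 8 in the DMSO wells, a log2 fold change of 1.89 (standard error 0.52, adjusted p = 0.019 from edgeR). TYK2 (Entrez 7297) had counts of 18, 17 and 14 in the Roucongrong wells and a median of 30.5 in the DMSO wells, a log2 fold change of -0.66 (standard error 0.27, edgeR adjusted p = 0.214), and it was not called without the second or without the third Roucongrong well or against the DMSO wells of the other sets. IL8 (Entrez 3576), which is in Table 3 but not in this list, had counts of 5, 12 and 11 in the Yinyanghuo wells against 0 to 7 in the DMSO wells, a log2 fold change of 2.81 (standard error 0.69, edgeR adjusted p = 0.00879). The inflammation-related calls with Gusuibu included PIK3R1, PIM1, PLCG1 and PTK2B, which are among the genes that vary together in the DMSO wells. The number of inflammation-related genes called was 24 with the mean of those covarying genes as a covariate, an alternative chosen after the data were seen.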

Thirty-five nodes are shown in Figure 5D and Supplementary Table S5-C. The degree, betweenness and closeness of each node in the network are calculated. 

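IL6 (Entrez 3569) rose with Yinyanghuo from 41015 ± 3243 (SD, n = 16) to 102788 ± 17157 (SD, n = 3) CPM, a log2 fold change of 1.33 (standard error 0.08, adjusted p = 3.6e-12 from edgeR). All 3 Yinyanghuo wells were above every DMSO well of the set, and with each treated well left out in turn the log2 fold change ranged from 1.24 to 1.46. IL6 was not called with Roucongrong (log2 fold change -0.06, edgeR adjusted p = 0.835) or with Gusuibu (log2 fold change 0.37, edgeR adjusted p = 0.083). The effect of Yinyanghuo on IL6 exceeded that of Roucongrong by a log2 difference of 1.39 (edgeR adjusted p = 1.5e-07) and that of Gusuibu by 0.94 (edgeR adjusted p = 0.000316). IL6 also differed between the DMSO wells of the sets, so a difference between herbs cannot be separated from one between sets. STAT3 (Entrez 6774) fell with Gusuibu from 874 ± 159.5 (SD, n = 16) to 456 ± 79.7 (SD, n = 3) CPM, a log2 fold change of -0.89 (standard error 0.22, edgeR adjusted p = 0.0187). Its counts in the Gusuibu wells were 7, 18 and 25, all below the DMSO wells in CPM, and STAT3 stayed called in each of the 3 fits that left out 1 treated well, with log2 fold changes from -1.02 to -0.81. The log2 fold change of STAT3 was -0.10 with Roucongrong (edgeR adjusted p = 0.835) and -0.06 with Yinyanghuo (edgeR adjusted p = 0.89).

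**Figure D4:**
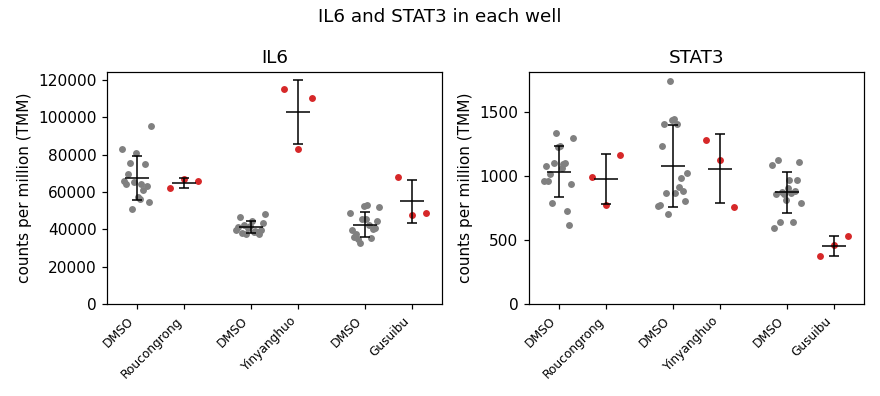
CPM (TMM-normalized, vertical axis) of IL6 and STAT3 in each well, with the 16 DMSO wells (grey) beside the 3 treated wells (red) of each herb and bars at mean ± SD. The Yinyanghuo wells lie above their DMSO wells for IL6, and the Gusuibu wells lie below theirs for STAT3.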

The results showed that the key targets of WSYR involved in inflammatory responses included STAT3, IL6 and STAT1.

Based on the dry experiments and wet experiments, we have found that WSYR mainly plays a role in hormone regulation and inflammatory responses. In the next step, we plan to use RT-qPCR to verify the regulatory effect of WSYR on key genes involved in inflammation and to perform molecular docking to further identify the active compounds present in WSYR and validate the interaction between compounds and potential targets of WSYR.

### RT-qPCR validation of WSYR in regulating inflammatory responses

To verify the anti-inflammatory effect of WSYR, we examined target genes in inflammatory responses by RT-qPCR. In this study, IL-4 and IL-10 enriched by the inflammatory pathway were selected for RT-qPCR validation in SK-OV-3 cells. IL-4 and IL-10 are classic anti-inflammatory cytokines that limit excessive tissue destruction caused by inflammation.

The experimental results showed that WSYR could play an anti-inflammatory role by upregulating the expression of *IL-4* and *IL-10* (Figure 6A and Figure 6C). Specifically, Gusuibu and Roucongrong can upregulate the expression of *IL-4*, and Yinyanghuo can upregulate the expression of *IL-4* and *IL10* to exert anti-inflammatory effects (Figure 6B and Figure 6D).

**FIGURE 6:**
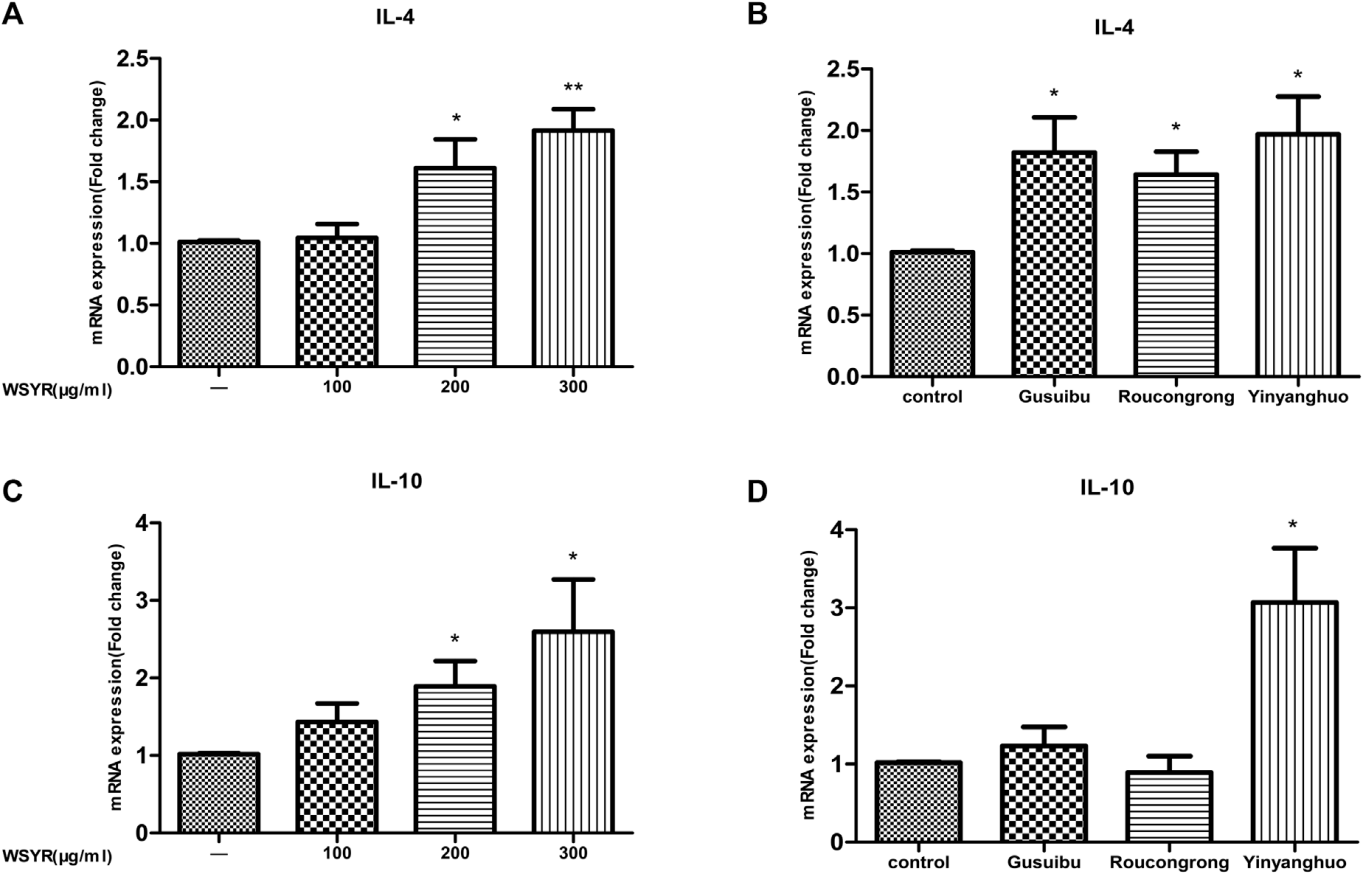
Action of WSYR and its herbs Gusuibu, Roucongrong, Yinyanghuo on SK-OV-3 cells. SK-OV-3 cells were treated with WSYR (100, 200, 300 μg/ml), Gusuibu (200 μg/ml), Roucongrong (200 μg/ml), Yinyanghuo (200 μg/ml) for 24 h. The mRNA expression of *IL-4* **(A,B)**, *IL-10* **(C,D)** was analyzed by qPCR. *p < 0.05 and **p < 0.01 indicate statistical significance compared to control.

### Construction of ESR1 and ESR2 molecular docking models and drug screening

Studies have reported that estrogen receptors are important for maintaining follicle, oocyte growth and ovulation function (Tang et al., 2019). Our results suggested that WSYR treats infertility by regulating estrogen receptors, but the specific mechanism of action is still unclear. The molecular docking model of ESR1 and ESR2 was constructed, and the compounds of WSYR were evaluated by docking.

The protein crystal complex (pdb id: 5FQP) was selected as the docking target of ESR1. The original ligand ESR1 antagonist (Scott et al., 2015) was used as the positive control. Its -cdocker interaction energy (-CIE) score is 65.414, RMSD is 0.3557, pocket radius is 8.522, and pocket site is (14.230, 22.133, 65.663). The positive drug score (65.414) was set as the threshold, and the drug score value > threshold×75% as the standard for the drug to have a good affinity with ESR1. The molecular docking results of 43 WSYR compounds with ESR1 are shown in Table 4. Finally, the following components have strong affinity with ESR1: marckine (54.5303), xanthogalenol (53.776), arachidonate (51.688), yinyanghuo A (51.0526), linoleyl acetate (50.8283), suchilactone (50.5918), and davallioside A_qt (49.7764), and the result is shown in Figure 7.

**TABLE 4:** ESR1 molecular docking results.

NO.	ID	-CDOCKER_INTERACTION_ENERGY	Moleculer name	TCM
1	original ligand	65.414	GQD	—
2	MOL008871	54.530	Marckine	Roucongrong
3	MOL009091	53.776	Xanthogalenol	Gusuibu
4	MOL005320	51.688	Arachidonate	Roucongrong
5	MOL004382	51.053	Yinyanghuo A	Yinyanghuo
6	MOL001645	50.828	Linoleyl acetate	Yinyanghuo
7	MOL005384	50.592	Suchilactone	Roucongrong
8	MOL009078	49.776	davallioside A_qt	Gusuibu
9	MOL004367	47.811	Olivil	Yinyanghuo
10	MOL007563	47.178	Yangambin	Roucongrong
11	MOL004396	46.845	CID 12468616	Yinyanghuo
12	MOL003542	46.101	8-Isopentenyl-kaempferol	Yinyanghuo
13	MOL000569	45.932	Digallate	Gusuibu
14	MOL005190	44.156	Eriodictyol	Gusuibu
15	MOL000492	43.466	(+)-catechin	Gusuibu
16	MOL004373	43.293	Anhydroicaritin	Yinyanghuo
17	MOL001978	43.188	Aureusidin	Gusuibu
18	MOL004384	42.640	Yinyanghuo C	Yinyanghuo
19	MOL000098	42.464	Quercetin	Roucongrong, Yinyanghuo
20	MOL001040	42.130	(2 R)-5,7-dihydroxy-2-(4-hydroxyphenyl)chroman-4-one	Gusuibu
21	MOL004386	41.695	Yinyanghuo E	Yinyanghuo
22	MOL004391	40.476	8-prenyl-flavone	Yinyanghuo
23	MOL003044	39.899	Chryseriol	Yinyanghuo
24	MOL002914	39.767	Eriodyctiol (flavanone)	Gusuibu
25	MOL001792	39.745	Liquiritigenin	Yinyanghuo
26	MOL009087	39.734	marioside_qt	Gusuibu
27	MOL000006	39.021	Luteolin	Gusuibu, Yinyanghuo
28	MOL004380	38.627	2,7-Dihydrohomoerysotrine	Yinyanghuo
29	MOL004328	38.601	Naringenin	Gusuibu
30	MOL000422	38.113	Kaempferol	Gusuibu, Yinyanghuo
31	MOL004427	36.341	Icariside A7	Yinyanghuo
32	MOL000622	33.682	Magnograndiolide	Yinyanghuo
33	MOL009061	30.159	22-Stigmasten-3-one	Gusuibu
34	MOL004388	25.106	CID 12115137	Yinyanghuo
35	MOL001771	17.943	poriferast-5-en-3beta-ol	Yinyanghuo
36	MOL009075	16.345	cycloartenone	Gusuibu
37	MOL001510	15.266	24-epicampesterol	Yinyanghuo
38	MOL000449	11.704	Stigmasterol	Gusuibu
39	MOL000359	8.864	sitosterol	Yinyanghuo
40	MOL009076	−0.891	cyclolaudenol	Gusuibu
41	MOL000358	−8.363	beta-sitosterol	Gusuibu, Roucongrong
42	MOL004394	No refined poses	Anhydroicaritin-3-O-alpha-l-rhamnoside	Yinyanghuo
43	MOL004425	No refined poses	Icariin	Yinyanghuo
44	MOL009063	No refined poses	Cyclolaudenol acetate	Gusuibu

**FIGURE 7:**
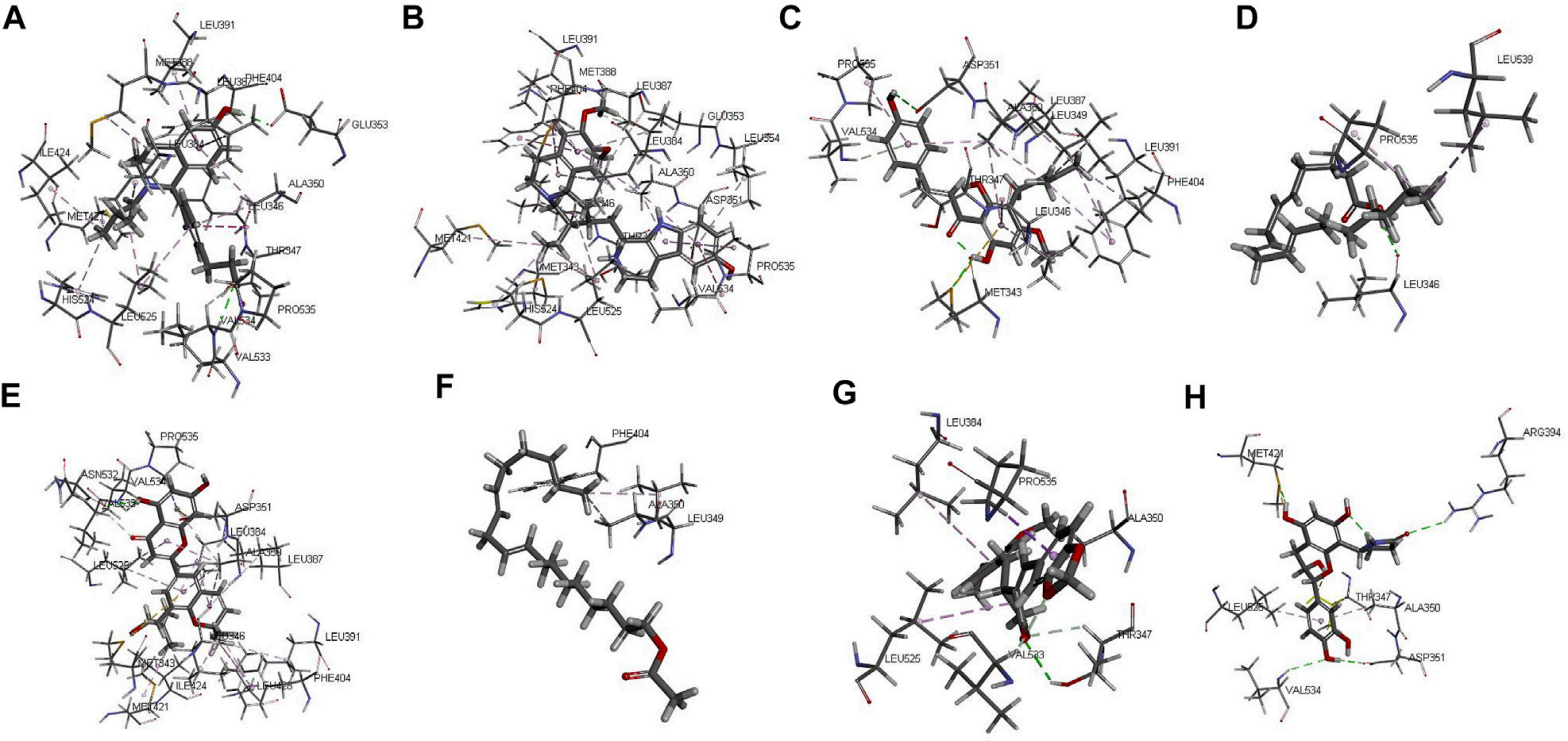
The 3D interaction of the original ligand GQD **(A)**, marckine **(B)**, xanthogalenol **(C)**, arachidonate **(D)** and yinyanghuo A **(E)**, linoleyl acetate **(F)**, suchilactone **(G)** and davallioside A_qt **(H)** with ESR1.

The protein crystal complex 1L2J (Shiau et al., 2002) was selected as the docking target of ESR2. The original ligand ESR2 antagonist was used as the positive control. Its -cdocker interaction energy score is 52.8724, RMSD is 0.6922, pocket radius is 7.574, and pocket site is (32.212, 82.073, -11.407). The positive drug score (52.8724) was set as the threshold, and the drug score value > threshold×90% was set as the standard for the drug to have a good affinity with ESR2. The molecular docking results of 43 WSYR compounds with ESR2 are shown in Table 5. Finally, the following components have strong affinity with ESR2: anhydroicaritin (50.9932), 8-isopentenyl-kaempferol (50.8610), davalliosideA_qt (50.4315), xanthogalenol (49.4134), and linoleyl acetate (49.0539) and the results are shown in Figure 8.

**TABLE 5:** ESR2 molecular docking results.

NO.	ID	-CDOCKER_INTERACTION_ENERGY	Moleculer name	TCM
1	original ligand	52.872	THC	—
2	MOL004373	50.993	Anhydroicaritin	Yinyanghuo
3	MOL003542	50.861	8-Isopentenyl-kaempferol	Yinyanghuo
4	MOL009078	50.432	davallioside A_qt	Gusuibu
5	MOL009091	49.413	xanthogalenol	Gusuibu
6	MOL001645	49.054	Linoleyl acetate	Yinyanghuo
7	MOL004367	47.226	olivil	Yinyanghuo
8	MOL004380	44.539	2,7-Dihydrohomoerysotrine	Yinyanghuo
9	MOL000098	43.411	quercetin	Roucongrong; Yinyanghuo
10	MOL001040	42.865	(2 R)-5,7-dihydroxy-2-(4-hydroxyphenyl)chroman-4-one	Gusuibu
11	MOL004396	42.624	CID 12468616	Yinyanghuo
12	MOL000422	42.237	kaempferol	Gusuibu; Yinyanghuo
13	MOL000569	41.823	digallate	Gusuibu
14	MOL003044	41.674	Chryseriol	Yinyanghuo
15	MOL005190	41.543	eriodictyol	Gusuibu
16	MOL002914	41.484	Eriodyctiol (flavanone)	Gusuibu
17	MOL009087	41.415	marioside_qt	Gusuibu
18	MOL000006	41.160	luteolin	Gusuibu; Yinyanghuo
19	MOL001978	40.544	Aureusidin	Gusuibu
20	MOL004382	40.506	Yinyanghuo A	Yinyanghuo
21	MOL005320	40.259	arachidonate	Roucongrong
22	MOL007563	39.614	Yangambin	Roucongrong
23	MOL005384	39.439	suchilactone	Roucongrong
24	MOL000492	38.231	(+)-catechin	Gusuibu
25	MOL004328	36.992	naringenin	Gusuibu
26	MOL001792	36.862	Liquiritigenin	Yinyanghuo
27	MOL004427	36.796	Icariside A7	Yinyanghuo
28	MOL000622	36.103	Magnograndiolide	Yinyanghuo
29	MOL004388	34.448	CID 12115137	Yinyanghuo
30	MOL004391	34.278	8-prenyl-flavone	Yinyanghuo
31	MOL004386	28.124	Yinyanghuo E	Yinyanghuo
32	MOL004384	26.056	Yinyanghuo C	Yinyanghuo
33	MOL008871	24.876	Marckine	Roucongrong
34	MOL001510	18.730	24-epicampesterol	Yinyanghuo
35	MOL009061	17.976	22-Stigmasten-3-one	Gusuibu
36	MOL009076	16.461	cyclolaudenol	Gusuibu
37	MOL009075	15.128	cycloartenone	Gusuibu
38	MOL009063	5.975	Cyclolaudenol acetate	Gusuibu
39	MOL000358	−1.136	beta-sitosterol	Gusuibu; Roucongrong
40	MOL000359	−9.681	sitosterol	Yinyanghuo
41	MOL001771	−17.121	poriferast-5-en-3beta-ol	Yinyanghuo
42	MOL000449	−21.647	Stigmasterol	Gusuibu
43	MOL004394	No refined poses	Anhydroicaritin-3-O-alpha-l-rhamnoside	Yinyanghuo
44	MOL004425	No refined poses	Icariin	Yinyanghuo

**FIGURE 8:**
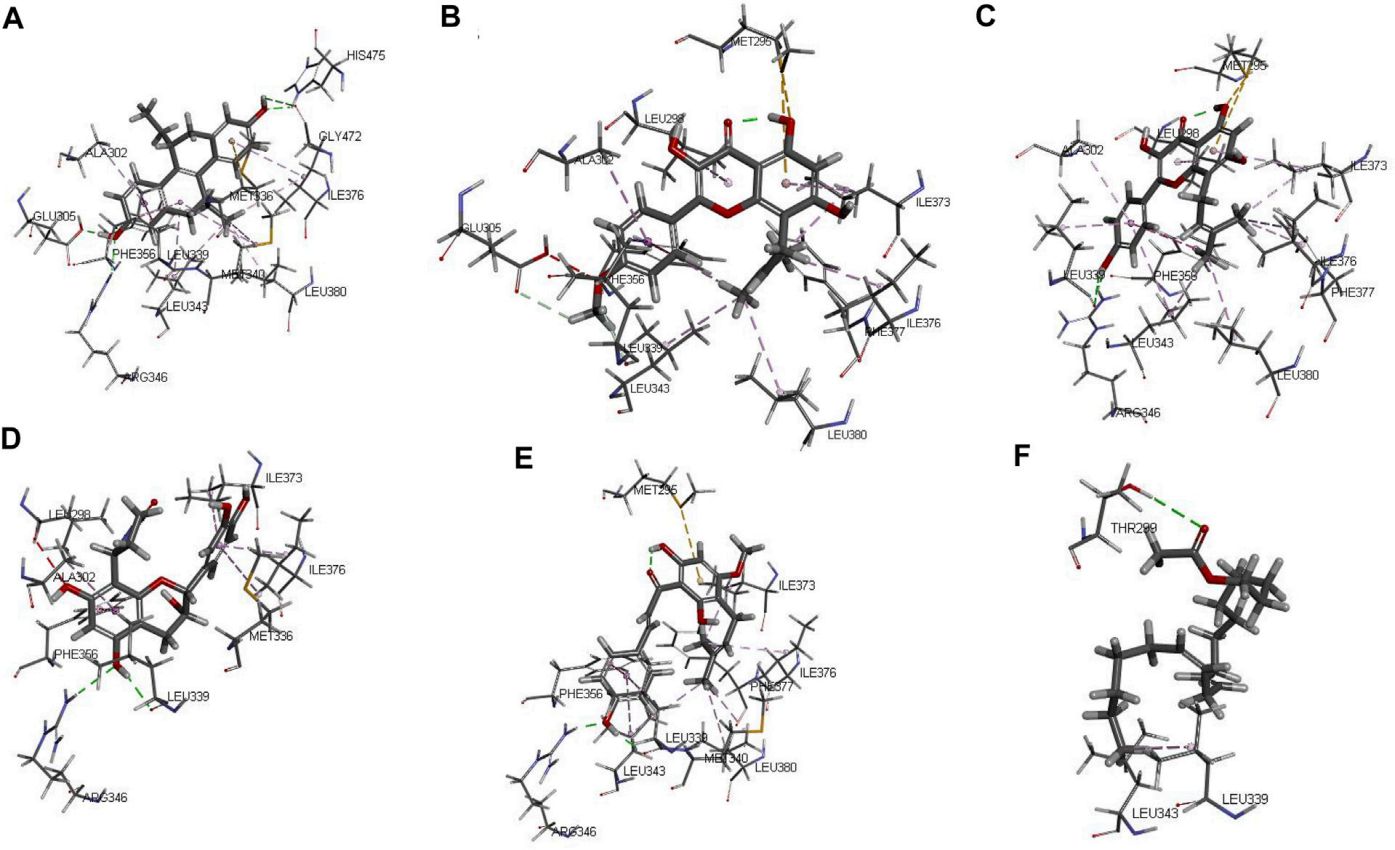
The 3D interaction of the original ligand THC **(A)**, anhydroicaritin **(B)**, 8-isopentenyl-kaempferol **(C)**, davallioside A_qt **(D)**, xanthogalenol **(E)** and linoleyl acetate **(F)** with ESR2.

In summary, the results showed that xanthogalenol in Gusuibu, arachidonate in Roucongrong, and anhydroicaritin in Yinyanghuo have good affinity for estrogen receptors. The proposed mechanism of WSYR in treating infertility was summarized in Supplementary Table S6, including the constituent herbs, compounds and corresponding functions.

## Discussion

By integrating the results of dry and wet experiments, it was found that the WSYR treats infertility by regulating hormone levels and inflammatory responses. Estrogen, estrogen receptors and various enzymes are closely related to clinical polycystic ovary syndrome, endometriosis and other reproductive endocrine diseases (Tang et al., 2019). Estrogen receptor is a ligand-activated transcription factor, which has several functional domains such as DNA binding domain, protein binding domain and transcriptional regulatory domain (Kuiper et al., 1996). Estrogen functions through ESR1 and ESR2 in follicle formation and ovulation. During the growth of follicles, ESR1 is mainly expressed on the follicle theca to regulate the proliferative effect of estrogen; while ESR2 is mainly expressed in the granulosa cells of the growing follicles at various stages to promote cell differentiation and retard proliferation (Pelletier and El-Alfy, 2000).

Various drugs by targeting estrogen receptors have been developed. For example, Clomiphene citrate (CC) is a clinically used estrogen receptor antagonistic drug to treat female and male infertility for 50 years (Roth et al., 2013). CC is an artificially synthetic estrogen derivative that can bind with estrogen receptor. CC antagonizes the hypothalamus-pituitary ER, leading to inhibition of the negative feedback effect of estradiol in circulation and increasing the pulse frequency of hypothalamus gonadotropin-releasing hormone. This leads to an increase in luteinizing hormone and follicle-stimulating hormone generated by the pituitary. Eventually, follicle growth and sperm generation are promoted (Revelli et al., 2011; Scovell and Khera, 2018; Quaas and Legro, 2019).

In our study, crystal complexes of ESR1 and ESR2 and their antagonists were selected to construct a molecular docking model to screen potential estrogen receptor antagonists in WSYR. The results revealed several compounds with high affinity to ESR1 or ESR2 and some of them have already been reported as related to estrogen regulation. For example, xanthogalenol in Gusuibu showed high affinity for both ESR1 and ESR2. Xanthogalenol may play a role in bone protection by activating the estrogen signaling pathway and promoting the differentiation and mineralization of osteoblasts *in vitro* (Wang et al., 2011). The arachidonate in Roucongrong showed high affinity for ESR1. It has been reported that arachidonate has pervasive modulatory effects on estrogen receptors in central and peripheral tissues (Kato, 1989). Anhydroicaritin in Yinyanghuo, which is the aglycone of Yinyanghuo’s indicator component icariin, showed high affinity to ESR2. As reported, anhydroicaritin has selective estrogen receptor regulatory activity (Tong et al., 2011). In addition, compounds such as marckine, yinyanghuo A, linoleyl acetate, suchilactone, davallioside A_qt, and 8-isopentenyl-kaempferol were also predicted by molecular docking. They may have potential estrogen-regulating effects and need further study.

In addition, WSYR was found with an anti-inflammatory role by our study. IL-4 and IL-10 are multipotent anti-inflammatory cytokines that mainly inhibit the proinflammatory processes. IL-4 signaling plays a part in not only Th2 cell function but also the regulation of regulatory T cells, which is essential in successful pregnancies. IL-10 mainly exerts anti-inflammatory effects by inhibiting proinflammatory cytokines such as IL-1, IL-12 and TNF. During normal pregnancy, IL-4 and IL-10 perform multiple functions, promoting placental formation and regulating trophoblast invasion and differentiation. Thus, the precise regulation of IL-4 and IL-10 is important for reducing maternal inflammation during different stages of pregnancy (Chatterjee et al., 2014). In this study, it was found that WSYR can exert an anti-inflammatory effect by upregulating the expression of *IL-4* and *IL-10*. Among them, Gusuibu, Roucongrong and Yinyanhuo upregulate the expression of *IL-4*, while Yinyanghuo upregulates the expression of *IL-4* and *IL10*. The role of the inflammatory markers was illustrated in Supplementary Figure S1.

This study integrates the methodical nature of dry experiments and the authenticity of wet experiments, systematically analyses the mechanism of action of WSYR in the treatment of infertility, and provides theoretical support and evidence for the clinical application of WSYR. However, the interaction of active compounds in WSYR and therapeutic targets needs to be further validated by *in vitro* experiments. Besides, since infertility is a complex disease, animal experiments are necessary to verify the regulatory role of WSYR on hormonal regulation and inflammatory responses *in vivo*.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, GSE202626.

How the deposited data were processed for this re-analysis (not part of the article)

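Expression of a panel of 412 genes was measured by RASL-seq in HK-2 cells in 57 wells: 3 wells for each of Roucongrong, Yinyanghuo and Gusuibu at 100 μg/mL for 24 h, and 16 wells with 0.5% DMSO for each herb. For each well, the authors deposited raw counts, the number of ligated probe reads per gene, without normalization. According to the paper, reads with more than 3 base mismatches were filtered out before this, and the deposited values already include that step. The files list genes by Entrez identifier, all 412 of which matched a symbol. The sequences of the probes were not used here, so reads shared between paralogs were not examined. Wells were assigned to herb, arm and replicate number from their labels, and no well was left out.

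Total counts per well ranged from 13581 to 75969. The reads have no molecular identifiers, so the floor of 3 counts, and every error that follows from depth, covers counting error only. No well was left out for a low total. No pair of wells held identical counts, and the smallest chi-squared per degree of freedom between replicate wells was 1.69, above the sampling noise.

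Each herb's 3 wells were compared with the 16 DMSO wells of the same set with edgeR 4.0.16 in R 4.3.3, by a quasi-likelihood F test with TMM normalization on all genes with a nonzero total. A gene was called when its unadjusted p was under 0.05 and its fold change above 1.5 or below 0.67, and Benjamini-Hochberg adjusted p-values over all genes tested were given as well. Differences between herbs were tested as an interaction in one edgeR model with 6 groups, and the DMSO wells of the 3 sets were compared with each other in a model of their own. To count calls where no herb was present, 100 draws of 3 DMSO wells of a set were compared with its other 13. Single genes were also tested by a two-sided exact permutation test of the mean log2 CPM, with a prior count of 2, over all 969 choices of 3 wells. A fold change against a group with no well above the floor is given as a bound, and none is given where neither group had a well above it. Correlations between wells have permutation p-values from 100000 permutations. Figures were drawn with matplotlib 3.10.9.

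The genes named in the text were chosen by a rule: the genes the paper's results name as DEGs, as key targets of the transcriptome analysis or in its volcano plots, the genes it raises from its other experiments, and, in each herb, the 3 genes with the smallest p among those with an adjusted p-value under 0.05 and all 3 treated wells on the same side of the DMSO median. Other genes are named only with a statement that they were chosen after their values were seen, or as members of a list. IL10, which the paper measures by RT-qPCR, was not analysed here, and some genes that the rule names are not reported here. Pathway enrichment, protein interaction networks, docking and RT-qPCR were not analysed either.

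The alternatives were RLE normalization, no normalization beyond the total count, DESeq2's Wald test (DESeq2 1.42.0), edgeR's exact test with RLE normalization, a minimum mean count of 5, filterByExpr, leaving out each treated well in turn, all 57 wells in one fit, and the DMSO wells of the other sets as controls. A model with the number in the well label as a block was fitted too; its result is given with the other alternatives. Alternatives added after the data were seen were a covariate for a group of genes that vary together among the DMSO wells, abundance-dependent loess offsets (lowess curves in R, given to edgeR as offsets), DESeq2's Wald test on the DMSO-only draws and the block over all sets.

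The tests were tested on simulated data with known changes of 1 on the log2 scale. The edgeR quasi-likelihood test called 85 of 197 changed genes (43.1%) and 7 of 199 unchanged genes (3.52%). In this setting its fold changes were shifted downward. Among simulated genes with a mean count of at least 5, the median log2 fold change was 0.81 for raised, -1.12 for lowered and -0.14 for unchanged genes. The last was -0.08 with DESeq2. After the changes were put in, the treated wells were rescaled to their totals, which moves the shares of unchanged genes too. The shift may come from that, and fewer genes were called in the data, so its size need not carry over. Among the changed genes with a mean count of at least 5, edgeR's quasi-likelihood test called 77 of 106 (72.6%). At an adjusted p-value under 0.05, 64 changed and 2 unchanged genes passed. The interaction test found 52 of 199 genes with a simulated difference and 0 without one. In 500 sets of 19 independent normal values without a difference, 4.6% of the exact permutation p-values were under 0.05. An exact test holds its level on such values by design. This does not cover low counts, unequal totals or wells that vary together.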

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

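The tests of explanations in this part were chosen after the results were seen. The effects of the herbs on 412 genes were compared pairwise by an interaction term in one edgeR model. Between Yinyanghuo and Roucongrong, 28 genes differed at an adjusted p-value under 0.05, 10 with a higher and 18 with a lower log2 fold change in Yinyanghuo. Among the genes named by the rule, the log2 fold change in Yinyanghuo minus that in Roucongrong was -1.28 (adjusted p = 7.7e-06) for FN1, -0.80 (adjusted p = 0.0156) for HMOX1, 1.39 (adjusted p = 1.5e-07) for IL6, -0.57 (adjusted p = 0.0148) for RHOA, -0.81 (adjusted p = 0.00675) for SDC2, 0.38 (adjusted p = 0.0406) for TXN, 1.25 (adjusted p = 0.0485) for TYK2 and -0.57 (adjusted p = 0.0344) for YWHAE. Each kept its sign in the 3 fits that left out 1 replicate number in every herb, where the largest unadjusted edgeR p was 0.0903 for HMOX1 and 0.08 for YWHAE, and under 0.05 for the other 6. Between Yinyanghuo and Gusuibu, 23 genes differed, 10 higher and 13 lower in Yinyanghuo, among them EGFR at -0.95 (adjusted p = 0.0162), FN1 at -1.77 (adjusted p = 1.2e-09), HMOX1 at 0.89 (adjusted p = 0.00695), IL6 at 0.94 (adjusted p = 0.000316) and TXN at 0.74 (adjusted p = 7.3e-06), all with an unadjusted p under 0.05 in each of those 3 fits. Between Roucongrong and Gusuibu, 27 genes differed, 18 higher and 9 lower in Roucongrong, among them BBC3 at -0.61 (adjusted p = 0.0477), CDH2 at 0.85 (adjusted p = 0.00263), EGFR at -0.98 (adjusted p = 0.0204), HMOX1 at 1.69 (adjusted p = 2.9e-08), HRAS at 4.26 (adjusted p = 0.0477), RHOA at 0.61 (adjusted p = 0.0135), TXN at 0.36 (adjusted p = 0.0484) and YWHAE at 0.61 (adjusted p = 0.0379). HRAS had small counts, and its largest unadjusted p with 1 replicate number left out was 0.201.

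Splits that exchanged treated wells with the DMSO wells of the same number gave as many differing genes in 1 of 64 cases for Yinyanghuo against Roucongrong, in 2 of 64 for Yinyanghuo against Gusuibu and in 1 of 64 for Roucongrong against Gusuibu, the real split included. One treated well could account for part of the differences: in each of the 3 fits without 1 replicate number, 23 of the 28, 19 of the 23 and 19 of the 27 genes had an unadjusted p under 0.05 in the same direction. Normalization could account for part as well, since 26, 19 and 17 of these genes also had an adjusted p-value under 0.05 with RLE normalization and with the total count only. A difference between the sets could be involved, since 17, 13 and 17 of the genes also differed between the DMSO wells of the 3 sets; among the named ones FN1, TYK2 and HRAS did not. Each herb has a set of its own, so the herb and the set cannot be separated for any gene. Genes whose DMSO levels differ show a set difference directly. For the groups of genes as a whole, a different action of the herbs cannot be told apart from 1 treated well, from normalization or from a difference between the sets. FN1 is an exception for 1 treated well and for normalization. Its difference between Yinyanghuo and each of the other herbs passed under both normalizations. The largest unadjusted edgeR p with 1 replicate number left out was 3.4e-05 against Roucongrong and 6.2e-09 against Gusuibu. FN1 was not found to differ between the DMSO wells of the sets, but this cannot exclude a set effect on the treated wells. A stronger action of Yinyanghuo on FN1 is therefore a hypothesis that 1 treated well and normalization leave standing, found and tested on the same data. A difference between the sets stays open for it. TYK2 was not found to differ between the sets either and had an unadjusted p of at most 0.0352 in those fits, but did not pass under both normalizations.

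Some genes that Table 3 does not list for the same herb had an adjusted p-value under 0.05. SDC2, given here with Gusuibu, is listed there for Yinyanghuo. Apart from BBC3, CDH2, RHOA, YWHAE and SDC2, those named here were chosen after their values were seen. With Roucongrong there were 5 (NCF1, BBC3, APOA5, YWHAQ and IGF2), 4 higher and 1 lower, with all 3 treated wells on one side of the DMSO median for 3 of them. NCF1 and APOA5 rested on the third well, with counts of 0, 0 and 17 and 0, 0 and 16, and were at least 2.18-fold and at least 2.05-fold higher (edgeR adjusted p = 0.00314 and 0.0184). BBC3 was below every DMSO well in all 3 treated wells, at a log2 fold change of -0.55 (edgeR adjusted p = 0.00651). Calls the test makes without a herb are an insufficient account, since 1 of 100 DMSO-only draws had as many genes with an adjusted p-value under 0.05. For each herb, this comparison sets all such genes of a draw against only the herb's genes outside Table 3. All 5 also passed with RLE normalization and with the total count only, but these scalings barely differ from TMM in this set (median log2 fold changes of -0.0363, -0.038 and -0.0348 with TMM, RLE and the total count), so normalization was left open. One treated well may account for most of them, since 2 (YWHAQ and BBC3) had an unadjusted p under 0.05 in each fit without 1 treated well. A shift with abundance was left open, since 4 passed with the loess offsets.

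With Yinyanghuo there were 4 such genes (CALM3, CDC42, RHOA and SPP1), all lower in all 3 wells, with log2 fold changes from -0.63 to -0.36. All 4 had an unadjusted p under 0.05 in each fit without 1 treated well, and 3 also passed under both normalizations. A shift with abundance may account for them, since 0 passed with the loess offsets. Under these offsets, 91 of the 400 genes tested had an unadjusted p under 0.05. Calls the test makes without a herb were left open. In 6 of 100 DMSO-only draws as many genes passed, but this sets all genes of a draw against a part of the herb's. With Yinyanghuo 30 genes passed in all, and no draw had more than 21. With Gusuibu there were 14, among them CDH2, RHOA, YWHAE and SDC2, 1 higher and 13 lower, with log2 fold changes from -0.62 to 0.47 and all 3 wells on one side of the DMSO median for each. No draw of the DMSO wells (0 of 100) had as many, so calls the test makes without a herb are an insufficient account. One treated well and normalization were left open, since 12 had an unadjusted p under 0.05 in each fit without 1 treated well and 8 passed under both normalizations. A shift with abundance may account for part of them, since 5 passed with the loess offsets. In each herb at least 1 technical explanation remains, so none of these groups of genes is put down to the herb.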

How the results depend on the processing

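The alternatives were set before the data were examined, except the covarying gene set score as covariate, the loess offsets, DESeq2's Wald test on the DMSO draws and the block over all sets, which were added after the data were seen. The cause of the changes below was not tested. With DESeq2's Wald test, the DEGs numbered 26 in place of 41 for Roucongrong and 21 in place of 38 for Gusuibu. On the DMSO draws, DESeq2 called medians of 6, 6 and 4 genes in the Roucongrong, Yinyanghuo and Gusuibu sets, in place of 13, 12.5 and 13. With a mean count of at least 5, there were 21 Roucongrong DEGs, 19 Gusuibu DEGs and 77 DEGs in the union in place of 127, and the DMSO draws called medians of 4, 4 and 5 genes. With filterByExpr, there were 19, 20 and 76, and the DMSO draws called medians of 4, 3 and 4. With all 57 wells in one fit, Gusuibu had 24 DEGs and 2 genes with an adjusted p-value under 0.05 in place of 21. With the DMSO wells of the other sets as controls, the genes with an adjusted p-value under 0.05 numbered 19 in place of 12 for Roucongrong, 58 in place of 30 for Yinyanghuo and 9 for Gusuibu, and YWHAE changed direction in Gusuibu, from -0.36 to 0.25. With the covarying gene set score as covariate, Gusuibu had 25 DEGs and 12 genes with an adjusted p-value under 0.05.

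In the model with the number in the well label as a replicate block, each DMSO well without a treated well of its number has a block of its own. Only the 3 numbers shared by treated and DMSO wells then inform the contrast, with few residual degrees of freedom. Calls lost in this model can come from that loss of wells and do not show that pairing removes them. With this block, the DEGs numbered 26 for Roucongrong, 37 in place of 60 for Yinyanghuo, 22 for Gusuibu and 69 in the union. The genes with an adjusted p-value under 0.05 numbered 3, 2 and 0 in the 3 herbs, with 37 genes at an unadjusted p under 0.05 for Gusuibu. The paper's calls also called here numbered 54 in place of 93, the hormone-related DEGs 10 in place of 17 and the inflammation-related DEGs 18 in place of 32. Of the named calls, EGF, EGFR and TYK2 in Roucongrong, CXCL1 and PTK2 in Yinyanghuo and PIK3R1 in Gusuibu did not meet the criteria in that model, and TXN in Yinyanghuo and CDH2 in Gusuibu newly met them. Treated and DMSO wells of the same number did not resemble each other: their mean correlation was -0.04 for Roucongrong, -0.03 for Yinyanghuo and -0.07 for Gusuibu. Between the DMSO wells of different sets it was 0.12 to 0.19, and with the replicate block over the sets 28 genes differed between Yinyanghuo and Roucongrong, 22 between Yinyanghuo and Gusuibu, 32 between Roucongrong and Gusuibu and 130 between the DMSO sets.

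Across the 3 fits that each left out 1 treated well, the DEGs ranged from 24 to 54 for Roucongrong, and the genes with an adjusted p-value under 0.05 from 2 to 18 for Roucongrong and from 0 to 17 for Gusuibu. The fit with 0, without the second Gusuibu well, had 47 genes at an unadjusted p under 0.05. The paper's calls also called here ranged from 57 to 78, the hormone-related DEGs from 11 to 16 and the inflammation-related DEGs from 21 to 29. The genes differing between herbs ranged from 5 to 26 for Yinyanghuo against Roucongrong, from 12 to 16 for Yinyanghuo against Gusuibu and from 9 to 19 for Roucongrong against Gusuibu. The log2 fold change of MMP7 in Roucongrong ranged from -1.37 to 2.60.

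For the 26 results on single named genes, 294 of 352 values stayed on the same side of the criteria, 32 fell short of them, 24 newly passed them and 2 changed direction. In Yinyanghuo the median log2 fold change of all genes was -0.13 with TMM and with the total count only, -0.05 with RLE and 0.12 with DESeq2's Wald test, whose shift of over 0.1 is not shown to come from its scaling: over genes with a mean count of at least 5, the medians were -0.10 with TMM, -0.02 with RLE and 0.01 with DESeq2. The share of DEGs that were higher went from 51.7% to 63.5% with RLE in Yinyanghuo and from 81.6% to 91.9% with RLE in Gusuibu. In Roucongrong it was 70.7% with TMM, 70% with RLE and 53.8% with DESeq2's Wald test. Depth limits the genes with few counts, for which a change of a few reads passes the fold change criterion. The alternative that leaves out wells with low totals gives no value, because no well met its condition.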

Differences from the paper's values

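The paper's methods name the DESeq package for calling DEGs, while the main test here was edgeR's quasi-likelihood test with TMM. DESeq2's Wald test, the alternative nearest to that package, gave 26 Roucongrong and 21 Gusuibu DEGs. The choice of test may therefore account for these gaps, but filters on low counts closed most of them as well. A gap between numbers of DEGs is called closed where the larger number is at most 1.5 times the smaller, even if most of the difference is left. A gap between log2 fold changes is called closed where it is no more than the SD between the treated wells. With Roucongrong 41 DEGs were called, against the paper's 26; among the alternatives set before the data were examined, the gap was closed with DESeq2's Wald test (26), edgeR's exact test with RLE (39), a mean count of at least 5 (21), filterByExpr (19), the first treated well left out (38), the third treated well left out (24), the replicate block (26) and the DMSO wells of the other sets (37), and not with RLE normalization (40), the total count only (41), the second treated well left out (54) and all 57 wells in one fit (48). Of the 41 Roucongrong DEGs, 29 were higher, against the paper's 15; among the alternatives set before the data were examined, the gap was closed with DESeq2's Wald test (14), a mean count of at least 5 (10), the third treated well left out (12) and the replicate block (13), and not with RLE normalization (28), the total count only (29), edgeR's exact test with RLE (27), filterByExpr (9), the first treated well left out (27), the second treated well left out (32), all 57 wells in one fit (35) and the DMSO wells of the other sets (28). The covarying gene set score as covariate gave 36 Roucongrong DEGs and the loess offsets gave 37, which are within a factor of 1.5 of the paper's number, and both were chosen after seeing the values.

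With Gusuibu 38 DEGs were called, against the paper's 22; among the alternatives set before the data were examined, the gap was closed with DESeq2's Wald test (21), a mean count of at least 5 (19), filterByExpr (20), the second treated well left out (27), the replicate block (22), all 57 wells in one fit (24) and the DMSO wells of the other sets (30), and not with RLE normalization (37), the total count only (37), edgeR's exact test with RLE (34), the first treated well left out (42) and the third treated well left out (38). Of the 38 Gusuibu DEGs, 31 were higher, against the paper's 19; among the alternatives set before the data were examined, the gap was closed with DESeq2's Wald test (18), a mean count of at least 5 (16), filterByExpr (17), the second treated well left out (17), the third treated well left out (25), the replicate block (13), all 57 wells in one fit (20) and the DMSO wells of the other sets (19), and not with RLE normalization (34), the total count only (34), edgeR's exact test with RLE (29) and the first treated well left out (34). The lower Gusuibu DEGs numbered 7, against the paper's 3; among the alternatives set before the data were examined, the gap was closed with RLE normalization (3), the total count only (3), DESeq2's Wald test (3), a mean count of at least 5 (3), filterByExpr (3) and all 57 wells in one fit (4), and not with edgeR's exact test with RLE (5), the first treated well left out (8), the second treated well left out (10), the third treated well left out (13), the replicate block (9) and the DMSO wells of the other sets (11). The covarying gene set score as covariate gave 25 Gusuibu DEGs, 13 of them higher, which are within a factor of 1.5 of the paper's numbers, and it was chosen after seeing the values.

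Of the 102 log2 fold changes compared with Table 3, 2 differed from the paper's by more than the SD between wells. For 5 of the 102 the change here is known only as a bound, so the comparison cannot decide whether they differ. TXN in Yinyanghuo had a log2 fold change of 0.55, against the paper's 0.615; among the alternatives set before the data were examined, the gap was closed with RLE normalization (0.66), DESeq2's Wald test (0.66), edgeR's exact test with RLE (0.66), a mean count of at least 5 (0.63), filterByExpr (0.64), the second treated well left out (0.57), the replicate block (0.60) and all 57 wells in one fit (0.57), and not with the total count only (0.56), the first treated well left out (0.53), the third treated well left out (0.56) and the DMSO wells of the other sets (0.42). With the covarying gene set score as covariate, chosen after seeing the values, it was 0.58, which closes the gap. HSP90B1 in Yinyanghuo had a log2 fold change of -0.70, against the paper's -0.64; among the alternatives set before the data were examined, the gap was closed with RLE normalization (-0.59), DESeq2's Wald test (-0.60), edgeR's exact test with RLE (-0.60), a mean count of at least 5 (-0.63), filterByExpr (-0.62), the second treated well left out (-0.69), the third treated well left out (-0.68) and all 57 wells in one fit (-0.68), and not with the total count only (-0.70), the first treated well left out (-0.73), the replicate block (-0.82) and the DMSO wells of the other sets (-0.70). None of the log2 fold changes compared differed with DESeq2's Wald test (0 of 102), with a mean count of at least 5 (0 of 83) or with filterByExpr (0 of 82). With RLE normalization, edgeR's exact test with RLE or all 57 wells in one fit, 1 of 102 differed, and with the total count only 3. Without the first or the second treated well 9 differed, and without the third or with the replicate block 16. Against the DMSO wells of the other sets 27 differed.

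The paper lists 9 gene-by-herb calls that did not meet the criteria here. With Yinyanghuo, TXN (log2 fold change 0.55, unadjusted edgeR p = 3.2e-08, the paper's 0.615) was called with RLE normalization, DESeq2's Wald test, edgeR's exact test with RLE, a mean count of at least 5, filterByExpr and the replicate block, and with the loess offsets, chosen after seeing the values. CYP2S1 (log2 fold change 0.71, unadjusted edgeR p = 0.0521, the paper's 0.841) was called with RLE normalization, DESeq2's Wald test, edgeR's exact test with RLE, a mean count of at least 5, filterByExpr, the first treated well left out, the third treated well left out and the DMSO wells of the other sets, and with the loess offsets, chosen after seeing the values. IL18 (log2 fold change 0.56, unadjusted edgeR p = 0.000803, the paper's 0.619) was called with RLE normalization, DESeq2's Wald test, edgeR's exact test with RLE, a mean count of at least 5, filterByExpr and the first treated well left out, and with the covarying gene set score as covariate and the loess offsets, chosen after seeing the values. AKT2 (log2 fold change 0.90, unadjusted edgeR p = 0.0547, the paper's 0.975) was called with RLE normalization, DESeq2's Wald test, edgeR's exact test with RLE, a mean count of at least 5, filterByExpr, the first treated well left out, the third treated well left out and all 57 wells in one fit, and with the loess offsets, chosen after seeing the values. MMP7 (log2 fold change 1.43, unadjusted edgeR p = 0.0645, the paper's 1.605) was called with RLE normalization, DESeq2's Wald test, edgeR's exact test with RLE, the third treated well left out and the DMSO wells of the other sets. JUNB (log2 fold change 0.76, unadjusted edgeR p = 0.0592, the paper's 0.822) was called with RLE normalization, DESeq2's Wald test, edgeR's exact test with RLE, a mean count of at least 5, filterByExpr, the second treated well left out, the third treated well left out and all 57 wells in one fit, and with the covarying gene set score as covariate and the loess offsets, chosen after seeing the values. With Gusuibu, EREG (log2 fold change 0.53, unadjusted edgeR p = 0.000162, the paper's 0.626) was called with RLE normalization, the total count only, DESeq2's Wald test, edgeR's exact test with RLE and the second treated well left out, and with the loess offsets, chosen after seeing the values. GNAI1 (log2 fold change 0.58, unadjusted edgeR p = 0.0202, the paper's 0.655) was called with RLE normalization, the total count only, DESeq2's Wald test, edgeR's exact test with RLE, a mean count of at least 5, filterByExpr, the first treated well left out and the third treated well left out, and with the loess offsets, chosen after seeing the values. THRB (log2 fold change 0.78, unadjusted edgeR p = 0.0727, the paper's 0.909) was called with edgeR's exact test with RLE. Of these 9 calls, all but THRB were called with DESeq2's Wald test, the alternative nearest to the package the paper names. The paper states that EREG is regulated by all 3 herbs and MMP7 by Roucongrong and Yinyanghuo. With edgeR's test EREG was called with Roucongrong and Yinyanghuo, and MMP7 with Roucongrong. With DESeq2's Wald test EREG was called with Gusuibu too, and MMP7 with Yinyanghuo.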

Other observations

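The tests of explanations in this part were chosen after the results were seen. Other splits of the wells were fitted to count how often they give as many calls. When 3 of the 19 wells of a set were drawn as treated, in 100 of the 969 splits, the real one included, 4 had as many DEGs as Roucongrong, 1 as many as Yinyanghuo and 2 as many as Gusuibu, and 2, 1 and 1 had as many genes with an adjusted p-value under 0.05. When treated wells were exchanged only with the DMSO wells of the same number, 1 of 8 splits, the real one, gave as many DEGs in each herb, and 1 of 8 as many genes with an adjusted p-value under 0.05; 8 splits are too few to give a share under 0.05. Over the 3 herbs together, 1 of 100 such splits had as many DEGs in the union, and 1 of 100 each had as many of the paper's calls, hormone-related genes and inflammation-related genes, but those lists were chosen on these data. With edgeR's quasi-likelihood test and TMM over all genes with a nonzero total, calls the criteria make without a herb fell short in each set, with 0 of 100 DMSO-only draws reaching the herb's number. Under other settings some draws reached it: for Roucongrong 2 with filterByExpr, 2 with a mean count of at least 5 and 1 with DESeq2's Wald test, added after the data were seen, and for Gusuibu 1 each with that test, a mean count of at least 5 and the total count only.

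Of the 31 higher calls with Gusuibu, 11 were among 19 genes that rise and fall together in the DMSO wells of the other sets, and so were 9 of the paper's 19 higher Gusuibu genes. The mean score of these genes was -0.05, 1.44 and 0.41 in the 3 Gusuibu wells, against -0.89 to 1.06 in the DMSO wells, and an exact permutation test gave p = 0.0929. Variation between wells that is present without a herb may therefore have made these calls, and so may one treated well, since without replicate 2 none of the 11 remained (0), while 11 remained without replicate 1 and 9 without replicate 3. The second Gusuibu well had a total of 36206, close to the median of 38086.5 in the DMSO wells, so a low total is no account of its score. Variation of this size among DMSO wells was less common: 3 of 100 DMSO-only draws called as many of these genes in one direction. With the score as covariate 0 of the 11 were called, which is close to fixed in advance because the score is the mean of the same genes. With Yinyanghuo, 6 of the 31 higher calls and 7 of the paper's 30 were in a set defined the same way. Of the 6, 0 remained without replicate 2, and 20 of 100 DMSO-only draws called as many. The second Yinyanghuo well had the lowest total of all wells, 13581, so a low total cannot be set aside for its score of 1.68. With Roucongrong, 0 of the 29 higher calls were in the set. Whether Gusuibu raises these genes cannot be told apart from these explanations.

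In the DMSO wells of all sets the group held 18 genes (GNGT2, ANXA1, PPARGC1A, SOCS5, F5, PIM1, KAT2B, ATM, PLCG1, IL23A, PTK2B, JAK2, CAV2, CYP2S1, GNAI1, PIK3R1, NR1H4 and CST3), chosen after their values were seen. Its score was compared with the library size and between wells of the same number, in 9 correlations over 16 wells adjusted together. With the log2 total, it had r = -0.58 (permutation p = 0.019, adjusted p = 0.0429, rank correlation -0.54, permutation p = 0.0349, adjusted p = 0.0785, r without the 2 farthest wells -0.71) in the Roucongrong set, r = -0.40 (permutation p = 0.123, adjusted p = 0.158, rank correlation -0.35, permutation p = 0.179, adjusted p = 0.202, r without the 2 farthest wells -0.40) in the Yinyanghuo set and r = -0.73 (permutation p = 0.0012, adjusted p = 0.00891, rank correlation -0.66, permutation p = 0.00658, adjusted p = 0.0296, r without the 2 farthest wells -0.71) in the Gusuibu set. Between wells of the same number it had r = 0.45 (permutation p = 0.0776, adjusted p = 0.116, rank correlation 0.35, permutation p = 0.18, adjusted p = 0.202, r without the 2 farthest wells 0.08) for the Yinyanghuo and Roucongrong sets, r = 0.72 (permutation p = 0.00198, adjusted p = 0.00891, rank correlation 0.67, permutation p = 0.00553, adjusted p = 0.0296, r without the 2 farthest wells 0.44) for the Yinyanghuo and Gusuibu sets and r = 0.65 (permutation p = 0.00657, adjusted p = 0.0197, rank correlation 0.60, permutation p = 0.0166, adjusted p = 0.0497, r without the 2 farthest wells 0.45) for the Roucongrong and Gusuibu sets. With the library size taken out of the score, these became r = 0.38 (permutation p = 0.148, adjusted p = 0.167, rank correlation 0.46, permutation p = 0.0729, adjusted p = 0.131, r without the 2 farthest wells 0.33), r = 0.26 (permutation p = 0.32, adjusted p = 0.32, rank correlation 0.24, permutation p = 0.376, adjusted p = 0.376, r without the 2 farthest wells 0.29) and r = 0.53 (permutation p = 0.0345, adjusted p = 0.0621, rank correlation 0.42, permutation p = 0.104, adjusted p = 0.155, r without the 2 farthest wells 0.37). A candidate explanation is that these genes follow the library size of a well, for which Pearson's r had an adjusted p-value under 0.05 in the Roucongrong and Gusuibu sets and the rank correlation in the Gusuibu set alone. The position of the well, if the well number stands for it, cannot be told apart from library size, since no relation passed the adjustment once library size was taken out. The plate layout is not stated, and no biological explanation was tested.

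Of the 41 Roucongrong DEGs, 29 remained without the first treated well, 33 without the second and 13 without the third, and 5 remained in all 3 fits. The third well had 11 genes with at least 10 counts and more than 4 times the mean CPM of the DMSO wells, the first had 0 and the second had 2, and no DMSO well of the set had more than 1. Without a herb such a well can occur, since 1 DMSO well of the Yinyanghuo set had 9. The calls lost without the third well may come from that well alone, and with 3 wells a response of that well to the herb cannot be told apart from a technical difference of the well. In Yinyanghuo 46, 32 and 44 of the 60 DEGs remained, and in Gusuibu 30, 13 and 23 of the 38. VCAN, ESR1 and STAT3, listed after their values were seen, were the 3 Gusuibu calls that remained in all fits. For ESR1, no treated or DMSO well of the Gusuibu set was above the floor of 3 counts.

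The DMSO wells of the 3 sets differed from each other for 108 of the 412 genes at an adjusted p-value under 0.05, and 1 of 100 splits of these wells within well number, the real one, gave as many. Library size is an unlikely source, since with the log2 total in the model the number was 110. Whether the sets were grown, treated or sequenced at different times is not stated, so a difference in handling was not tested, and no biological explanation was tested, since all these wells had the same treatment.

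Across genes with a mean count of at least 5, the log2 fold changes of Roucongrong and Gusuibu had r = -0.28 (rank correlation -0.26). Across the 198 such genes outside the covarying group it was -0.28, so the genes that vary together among DMSO wells are not its source. Of 64 splits that exchanged treated wells with DMSO wells of the same number, 4 had r as far from 0, so this relation may be due to the choice of wells alone. The other pairs had r = 0.14 for Yinyanghuo and Roucongrong and 0.16 for Yinyanghuo and Gusuibu.

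Some genes that the paper raises from its other experiments had too few counts in HK-2 cells for a fold change. IL4 had counts of 0, 0 and 0 with Roucongrong and 2, 0 and 0 with Yinyanghuo (called there, exact permutation p = 0.158), with no more than 1 in any DMSO well of these sets, and no count in the Gusuibu set. ESR1 had 0, 0 and 0 with Roucongrong, 3, 0 and 0 with Yinyanghuo and 0, 2 and 2 with Gusuibu. It was called with Gusuibu, and no DMSO well of any set had more than 4 counts of it. AKT1 had log2 fold changes of -0.51 with Roucongrong (lower in 3 of 3 wells, edgeR adjusted p = 0.347), -0.62 with Yinyanghuo (lower in 3 of 3 wells, edgeR adjusted p = 0.265) and -0.08 with Gusuibu (lower in 1 of 3 wells, edgeR adjusted p = 0.883). PTGS2 had 0.52 with Roucongrong (higher in 2 of 3 wells, edgeR adjusted p = 0.677), 0.99 with Yinyanghuo (higher in 3 of 3 wells, edgeR adjusted p = 0.479) and 0.12 with Gusuibu (higher in 2 of 3 wells, edgeR adjusted p = 0.927).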
